# miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients

**DOI:** 10.1016/j.stemcr.2026.102927

**Published:** 2026-05-21

**Authors:** Xinrun Wang, Li Li, Zhuo Chen, Yi Zeng, Pengcheng Shu, Lin Hou, Bin Yin, Wei Liu, Xiaozhong Peng

**Keywords:** neocortical development, miR-151-5p, APH1A, notch signaling, neural stem cells

## Abstract

The precise regulation of neural stem cell (NSC) fate is fundamental to neocortical development. MicroRNAs (miRNAs) are critical post-transcriptional regulators in this process, yet the functions of many remain unknown. Here, we found miR-151-5p is expressed in NSCs of the developing mouse cerebral cortex. Conditional knockout of miR-151-5p increased SOX2 expression in NSCs and enhanced their proliferative capacity. Mechanistically, we identified APH1A, a core subunit of the γ-secretase complex, as a direct target of miR-151-5p. Notably, overexpression of APH1A phenocopied the effects of miR-151-5p knockout, promoting NSC proliferation by elevating NICD levels. These findings demonstrate that miR-151-5p biases NSC fate specification by targeting APH1A to modulate the Notch signaling pathway, thereby fine-tuning the balance between NSC maintenance and differentiation. In summary, our study unveils a novel miR-151-5p/APH1A/Notch signaling axis that governs NSC fate, adding a critical layer of post-transcriptional regulation to our understanding of mammalian neocortical development.

## Highlights

• miR-151-5p is perfectly conserved in mammals and expressed in NSCs
• Loss of miR-151-5p enhances NSC self-renewal and proliferation
• miR-151-5p directly targets the γ-secretase subunit APH1A
• The miR-151-5p/APH1A axis modulates Notch signaling to control NSC fate

## Introduction

The mammalian neocortex possesses a complex and highly organized six-layered structure, formed by the precise arrangement of diverse neuronal subtypes (Jorstad et al., 2023; Lewis et al., 2021; Wang et al., 2025). The establishment of this intricate architecture is contingent upon the strict regulation of key biological events during cortical development, including neural stem cell (NSC) proliferation, neuronal migration, and differentiation (Götz and Huttner, 2005; Kalogeropoulou et al., 2019). Central to this process is the dynamic regulation of NSCs, which exhibit the capacity for both self-renewing symmetric divisions to maintain the progenitor pool, and asymmetric divisions to generate neurons and intermediate progenitors (Gal et al., 2006; Hippenmeyer, 2023; Kirwan et al., 2015; Rosebrock et al., 2022; Yale et al., 2023).

The stemness maintenance of NSCs is regulated by multiple molecular mechanisms, including core transcription factors (SOX2, PAX6, and HES5), epigenetic regulators (PRCs, MLL family, histone deacetylases, DNA methylation/demethylation, and non-coding RNAs), and the Notch signaling pathway (NOTCH receptors, DELTA ligands, and NUMB) (Fenoglio et al., 2013; Ma et al., 2023; Masui et al., 2007; Mohamed Ariff et al., 2012; Sansom et al., 2009; Shimojo et al., 2008). Among these, the Notch signaling pathway plays a central and indispensable role in maintaining the stemness of NSCs. It ensures the stability of the NSC pool and their self-renewal capacity by inhibiting the premature differentiation into neurons and glial cells (Fiddes et al., 2018; McLaren and Butts, 2025). Within the VZ, Notch activity forms a gradient that is high apically and low basally. High apical Notch signaling maintains the proliferative, undifferentiated state of NSCs, whereas exposure to lower basal Notch signaling prompts cell cycle exit and neuronal differentiation (Del Bene et al., 2008; Liu et al., 2023). This interplay forms a spatiotemporal regulatory loop crucial for balancing proliferation and differentiation.

Within this complex regulatory network, microRNAs (miRNAs) have emerged as pivotal post-transcriptional regulators (Di Bella et al., 2021; Telley et al., 2019). As small, 19–22 nucleotide non-coding RNAs, miRNAs control gene expression by mediating mRNA degradation or translational inhibition (Bartel, 2009). Moreover, they represent a critical layer of regulatory precision ensuring the proper orchestration of NSC fate determination, cell cycle progression, and neuronal migration (Ma et al., 2019; Sun and Shi, 2015; Yapijakis, 2020).

A previous screen from our laboratory examining miRNA expression profiles during mouse cortical development identified that miR-151-5p is localized to NSC in the ventricular zone (VZ), prompting further investigation (Shu et al., 2019a). While miR-151-5p has been implicated in various tumors and non-tumor diseases, its role in neurodevelopment remained uncharacterized (Chen et al., 2017; Ding et al., 2010; Huang et al., 2024). Here, we show that miR-151-5p is expressed in NSCs and regulates their proliferation and differentiation. Mechanistically, we identify APH1A, a core subunit of the γ-secretase complex, as a direct target of miR-151-5p. APH1A is crucial for maintaining γ-secretase complex stability and ensuring the correct folding and localization of Presenilin (Sun et al., 2015; Tolia and De Strooper, 2009; Yang et al., 2021). Our findings reveal that by targeting APH1A, miR-151-5p modulates Notch signaling, thereby influencing the balance between NSC proliferation and differentiation during cortical development.

In summary, our research not only elucidates the potential functional mechanism of miR-151-5p in maintaining NSC stemness and regulating differentiation, but also provides crucial evidence for exploring novel regulatory pathways governing the Notch signaling pathway and the cell cycle coordination in the mammalian neocortex.

## Results

### The sequence of miR-151-5p is highly conserved across species

Our previous screen of miRNAs during mouse cortical development detected miR-151-5p expression in VZ NSCs. 

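In GRCm38, the assembly that UCSC names mm10, GENCODE M21 places the *Mir151* gene (ENSMUSG00000065612) on the minus strand of chromosome 15 from 73254815 to 73254882. The annotated precursor is 68 nt long and reads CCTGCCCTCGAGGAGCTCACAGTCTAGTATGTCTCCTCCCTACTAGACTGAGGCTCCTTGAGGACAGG. The mature miR-151-5p sequence, written as DNA, TCGAGGAGCTCACAGTCTAGT, matched positions 73254855 to 73254875 of that strand, and the miR-151-3p sequence CTAGACTGAGGCTCCTTGAGG matched positions 73254820 to 73254840. The gene *Ptk2* (ENSMUSG00000022607) is annotated on the same strand from 73205102 to 73423280, so the miRNA is transcribed in the direction of its host. In the protein-coding *Ptk2* transcript with 32 exons, the precursor lies in a 14556-bp intron from 73242478 to 73257033 that follows exon 22. The same intron follows exon 23 in the protein-coding transcript with 34 exons, so that the exon numbers depend on the transcript chosen. The precursor overlaps no exon of either transcript and lies closer to the exon upstream of the intron than to the exon downstream of it.

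**Figure D1:**
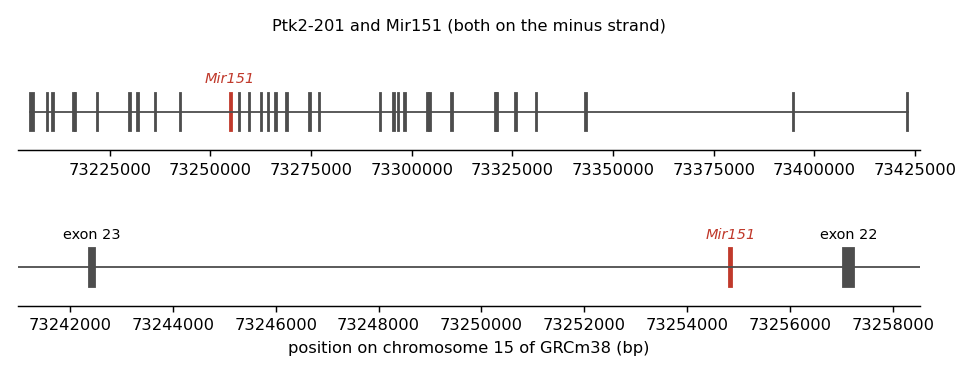
Position of *Mir151* in the *Ptk2* transcript with 32 exons on chromosome 15 of GRCm38 (x axis, bp), for the whole transcript (top) and for the intron that holds the miRNA (bottom). Grey boxes are exons, the line is the transcript and the red box is the miRNA precursor, drawn at a minimum width so that it can be seen. On the minus strand exon 22 lies to the right of *Mir151* and exon 23 to its left.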

Analysis of NCBI and Ensembl databases localized the miR-151 locus within the intron spanning exons 22–23 of the *Ptk2* gene (Figure 1A). In addition, we found miR-151 is expressed exclusively in Mammalia. By categorizing and summarizing all species in the database, we selected 13 species from 9 different orders for sequence alignment analysis (Figure 1B). The results showed that miR-151 exhibits high evolutionary conservation across all mammals. However, the 600 bp region (300 bp upstream and 300 bp downstream) within the intron of its host gene *Ptk2* is not conserved, suggesting the specific functional importance of miR-151 (Figure 1C). The miR-151 precursor folds into a stem-loop structure, which undergoes Dicer-mediated cleavage to yield two mature miRNAs: miR-151-5p (from the 5′ arm) and miR-151-3p (from the 3′ arm). Sequence comparison demonstrated perfect conservation of miR-151-5p across all examined species, whereas miR-151-3p exhibited a single-nucleotide substitution (Figure 1D). This evolutionary constraint implies essential biological roles for miR-151-5p in neural development.

**Figure 1:**
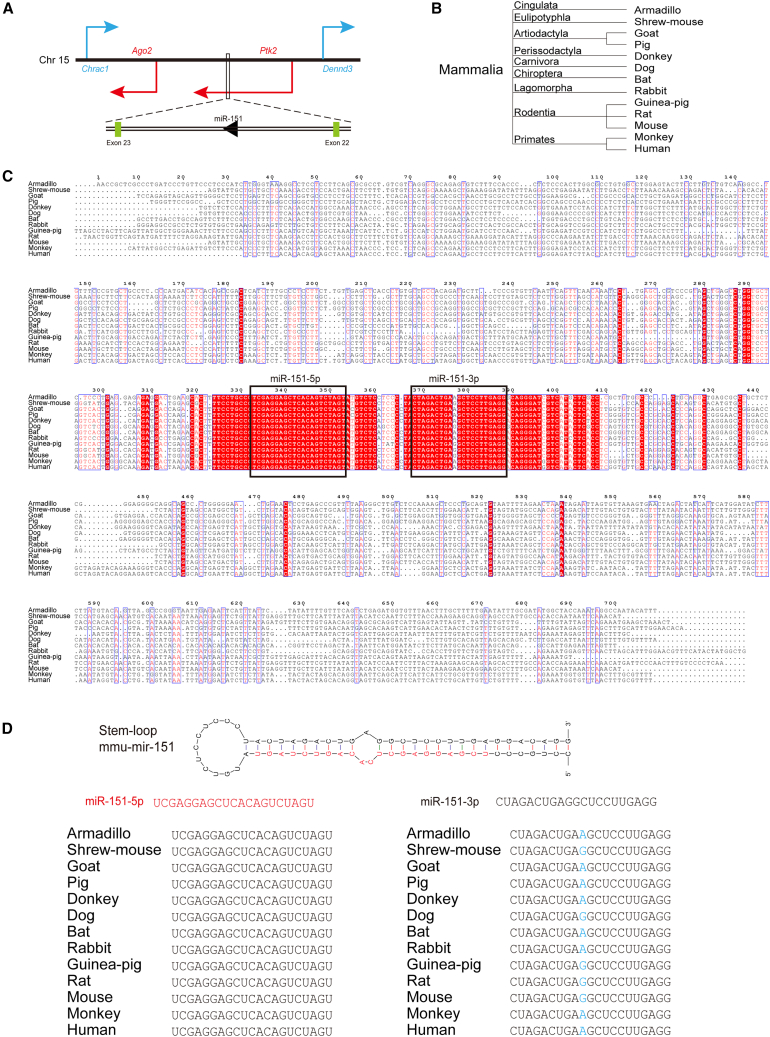
The sequence of miR-151-5p is highly conserved across species (A) The relative positions of mmu-miR-151 in the *Chrac1*-*Dennd3* region are shown. Blue genes (*Chrac1* and *Dennd3*) indicate forward transcription, and red genes (*Ago2* and *Ptk2*) indicate reverse transcription. mmu-miR-151 is in the intron sequence between exons 22 and 23 of the *Ptk2* gene. (B) The phylogenetic analysis of species expressing miR-151. Summary of miR-151-expressing species from the Ensembl database revealed its exclusive expression in mammals, encompassing nine orders. Thirteen species from these orders were selected for sequence alignment analysis. (C) Comparative analysis across species revealed that the mature miR-151 sequence was conserved, whereas the flanking 600 bp region in the *Ptk2* intron was not. (D) The sequence alignment reveals that miR-151-5p is perfectly conserved across species, while miR-151-3p shows only a single-nucleotide variation.

### miR-151-5p modulates NSC migration without altering cortical lamination

To further investigate miR-151-5p’s function in neural development, we utilized the pCIG vector to construct miR-151 overexpression and knockdown plasmids (Figure S1A). Given that *in utero* electroporation (IUE) is widely adopted in neural development studies for ectopic expression, we performed short-term IUE (E13.5-E15.5) to assess the effects of *in vivo* miR-151–5p overexpression. In the miR-151-5p overexpression group, anatomical quantification revealed a significant shift in cell distribution: the proportion of EGFP^+^ cells was reduced in the Ventricular/Subventricular Zone (VZ/SVZ) but significantly increased in the Intermediate Zone (IZ) compared to controls (Figures 2A and 2B). To determine whether this phenotype resulted from altered migration kinetics or changes in cell fate, we performed immunostaining for the progenitor markers PAX6 and TBR2, and the neuronal marker NEUROD2. Quantitative analysis showed that miR-151-5p overexpression significantly decreased the proportion of EGFP^+^ cells co-expressing PAX6 or TBR2, while increasing the fraction of NEUROD2+ neurons (Figures 2C and S1B–S1E). This suggests that the depletion of cells from the VZ/SVZ and their accumulation in the IZ is driven by premature neurogenesis, where progenitors exit the cell cycle early and differentiate into neurons. Meanwhile, the total number of EGFP^+^ cells showed no significant difference between the overexpression and control groups (Figures S1F and S1G), ruling out overt cell death or massive proliferation defects as the primary cause of this phenotype. Consistent results were obtained using a genomically integrable PB-pCIG-151 plasmid in E13.5-E16.5 IUE experiments (Figures S1H and S1I).

**Figure 2:**
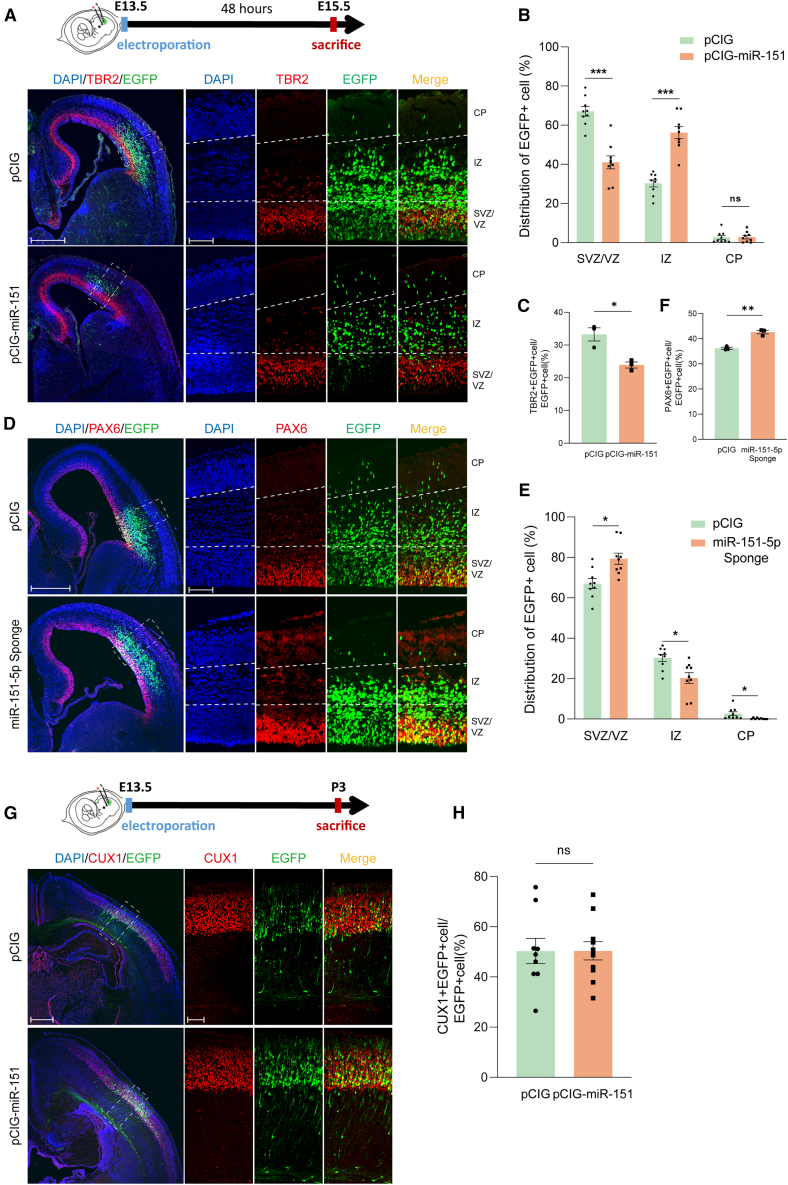
miR-151-5p modulates NSC differentiation without altering cortical lamination (A) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or miR-151-OE plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification. (B) Quantitative analysis of the distribution of EGFP^+^ cells after dividing the neocortex into three parts (SVZ/VZ, IZ, CP), *n* = 9 biological replicates. (C) Quantification of the ratio of TBR2^+^EGFP^+^ cells in all EGFP^+^ cells. (D) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or miR-151-5p Sponge plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification. (E) Quantitative analysis of the distribution of EGFP^+^ cells after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP) (*n* = 9 biological replicates). (F) Quantification of the ratio of PAX6^+^EGFP^+^ cells in all EGFP^+^ cells. (G) Immunostaining of P3 brain sections electroporated with control or miR-151 plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification. (H) Quantitative analysis of the ratio of CUX1^+^EGFP^+^ cells in all CUX1^+^ cells. Scale bars for the 10x images, 500 μm; 40x images, 100 μm. Data are presented as mean ± SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student’s *t* test; ns, not significant; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001.

We next constructed a miR-151-5p Sponge plasmid (pCIG-based) and delivered it via E13.5–15.5 IUE to knockdown miR-151-5p. Knockdown resulted in significant accumulation of EGFP^+^ cells in the VZ/SVZ (Figures 2D and 2E). Co-labeling analysis revealed that these retained cells maintained high levels of PAX6 and TBR2 expression, with a concurrent reduction in NEUROD2^+^ neurons (Figures 2F and S1J–S1N). This indicates that the downregulation of miR-151-5p prevents progenitors from exiting the germinal zone, leading to a blockade in neuronal differentiation and the maintenance of the progenitor state.

To determine whether these migration effects alter final cortical lamination, we conducted long-term IUE (E13.5-P3). Neurons labeled at E13.5 typically populate cortical layers II–IV and express the layer marker CUX1. Quantification of CUX1^+^ EGFP^+^ cell proportions showed no significant differences in laminar distribution (Figures 2G and 2H). Thus, while miR-151-5p modulates NSC differentiation, it does not affect the ultimate laminar organization of the cerebral cortex.

### Conditional knockout of miR-151-5p enhances NSC stemness and proliferative capacity

Based on prior findings, we generated miR-151 knockout mice by flanking the miR-151 locus with *loxP* sites within the intron spanning exons 22–23 of the *Ptk2* gene (Figure S2A). Crossing these mice with Emx1-IRES-Cre drivers (expressing Cre recombinase in dorsal telencephalon) yielded conditional knockouts (cko: fl/fl, cre+). RT-qPCR confirmed significantly reduced miR-151-5p expression in cko NSC versus control (ctrl, fl/fl; Cre-negative), validating successful knockout (Figure S2B). Meanwhile, we also assessed the expression of the host gene *Ptk2* to rule out potential *cis*-effects. RT-qPCR and western blot analyses demonstrated that miR-151 ablation did not alter *Ptk2* mRNA or protein levels (Figures S2C and S2D).

Morphometric analysis of P3 brains revealed no significant differences in cortical lamination or thickness between genotypes, as assessed by layer-specific markers: CUX1 (layers II–IV), CTIP2 (layer V), and TLE4 (layer VI) (Figures S2C and S2E). Furthermore, EdU pulse labeling at E14.5 followed by fate analysis at P3 showed unchanged proportions of CUX1^+^EdU^+^ neurons in cko mice (Figures S2F and S2G), indicating unaltered neuronal fate specification.

To investigate cell-autonomous functions, we isolated primary NSCs from E14.5 ctrl and cko embryos. cko NSCs exhibited significantly enhanced neurosphere formation (Figures 3A–3C) and elevated SOX2 protein expression (Figure 3D), indicating potentiated stemness. Combined EdU/immunofluorescence assays further demonstrated increased proliferation (SOX2^+^EdU^+^ cells) (Figures 3E, 3F, S3A, and S3B) and shifted differentiation potential, with reduced GFAP^+^ astrocytes and increased MAP2^+^ neurons in cko cultures (Figures 3G–3I). These findings were corroborated by RT-qPCR (Figures S3C and S3D), collectively indicating that miR-151-5p deletion enhances NSC proliferative capacity and alters differentiation trajectories.

**Figure 3:**
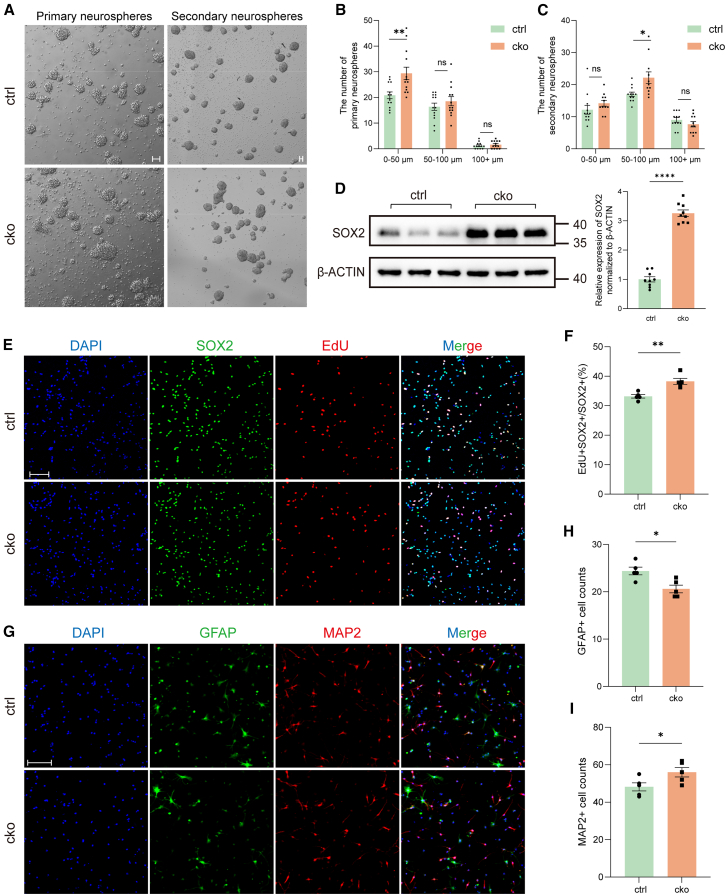
Conditional knockout of miR-151-5p enhances NSCs proliferative capacity and changes their differentiation potential (A–C) Representative images and quantification of NSC neurospheres (primary and secondary passage) derived from E14.5 miR-151 cko and ctrl littermate mice. *X* axis: neurosphere radius (μm). *Y* axis: number of neurospheres. Scale bars, 50 μm. (D) Western blot of stemness marker (SOX2) in NSCs from E14.5 miR-151 cko and ctrl littermate mice. β-ACTIN is used as a loading control. ImageJ is used to analyze the gray scale of signals. (E) Detection of NSC stemness from E14.5 miR-151 cko and ctrl littermate mice by immunostaining. (F) Quantitative analysis of the ratio of EdU^+^SOX2^+^ cells in all SOX2^+^ cells, *n* = 5 biological replicates. (G) Detection of NSC differentiation potential from E16.5 miR-151 cko and ctrl littermate mice by immunostaining. (H and I) Quantitative analysis of the number of GFAP^+^ and MAP2^+^ cells, *n* = 5 biological replicates. Scale bars, 100 μm. Data are presented as mean ± SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student’s *t* test; ns, not significant; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗∗^*p* < 0.0001.

### miR-151-5p deletion accelerates NSC proliferation via S-phase shortening

While miR-151-5p knockout is known to alter NSC proliferation and differentiation *in vitro*, its *in vivo* functions during cortical development remained undefined. To address this, we assessed proliferative capacity in NSCs from E13.5 ctrl and cko dorsal cortex using 30 min EdU labeling combined with SOX2 immunofluorescence (Figure 4A). cko mice exhibited a significantly increased proportion of SOX2^+^EdU^+^ cells (Figure 4B), indicating enhanced NSC proliferation. Concurrently, TBR2 staining revealed altered differentiation dynamics post-knockout (Figures S4A and S4B). BrdU/EdU dual-pulse labeling was employed to dissect cell cycle changes (Figure 4C). Quantification of BrdU^+^ EdU^+^ (S-phase) and BrdU^+^ EdU^−^ (post-S-phase) populations using established cell cycle formulae demonstrated specific shortening of S-phase duration in cko NSCs, with unchanged G1/G2/M phases (Figures 4D and 4E). This suggests that accelerated proliferation stems from reduced DNA replication time.

**Figure 4:**
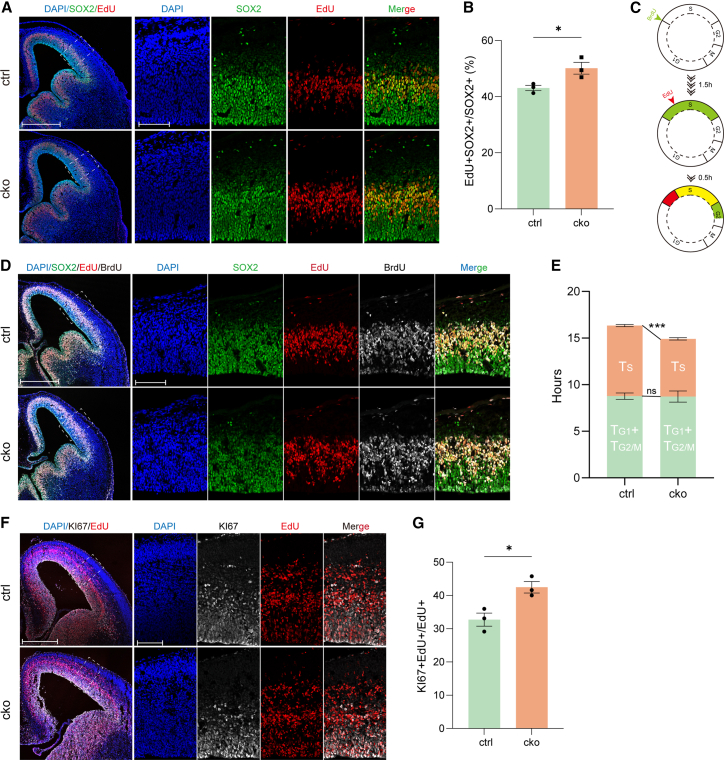
miR-151-5p deletion accelerates NSC proliferation via S-phase shortening (A) Immunostaining of E13.5 brain sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification. (B) Quantitative analysis of the ratio of EdU^+^SOX2^+^ cells in all SOX2^+^ cells. (C) Scheme of the experimental analysis of the cell cycle. (D) Immunostaining of E13.5 coronal sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification. (E) Quantification of NSCs in different phases of the cell cycle in the neocortex of ctrl and cko mice. (F) Immunostaining of E14.5 coronal sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification. (G) Quantification of the ratio of KI67^+^EdU^+^ cells in all EdU^+^ cells. Scale bars for the 10x images, 500 μm; 40x images, 100 μm. Data are presented as mean ± SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student’s *t* test, *n* = 3 biological replicates; ns, not significant; ^∗^*p* < 0.05; ^∗∗∗^*p* < 0.001.

Subsequently, we designed a “short-term” birthdating BrdU incorporation experimental protocol to assess neurogenesis during a short time window of 1 day. NSC that had entered the cell cycle within a 24-h period was labeled with EdU, while actively proliferating cells were identified by KI67 staining. The results of E13.5–14.5 EdU labeling (Figures 4F and 4G) and E14.5–15.5 EdU labeling (Figures S4C and S4D) all showed an increased proportion of KI67^+^EdU^+^ cells in the cko group, suggesting the NSC proliferative capacity was enhanced. Cortical development involves sequential neurogenic and gliogenic phases. To assess gliogenesis, we quantified ALDH1L1^+^ astrocytes in cko mice at E18.5 and P3. Both time points revealed reduced astrocyte production (Figures S4E–S4H). Combined with prior *in vitro* data, these results demonstrate impaired astrocytic differentiation capacity following miR-151-5p deletion.

### miR-151-5p regulates NSC proliferation via targeting APH1A/NICD axis

Building on our prior findings that miR-151-5p modulates NSC proliferation and differentiation, we investigated its regulatory mechanism. Multi-database miRNA target prediction consistently identified *Aph1a* as a top candidate (Figure 5A). To validate this interaction, we cloned the *Aph1a* 3′UTR downstream of the Renilla luciferase gene in the psiCHECK-2 vector. Transfection with miR-151-5p mimics resulted in a significant reduction in Renilla luciferase activity (Figure 5B), confirming that miR-151-5p directly targets the *Aph1a* 3′UTR to repress gene expression. Concordantly, western blot revealed elevated APH1A protein levels in E14.5 cko NSCs (Figure 5C), confirming miR-151-5p-mediated repression of APH1A. To functionally link APH1A to neural development, we overexpressed APH1A via E13.5 IUE. At E16.5, APH1A-overexpressing embryos exhibited increased cell retention in the VZ and reduced migration to the cortical plate (CP) (Figures 5D–5F), phenocopying miR-151-5p knockdown effects.

**Figure 5:**
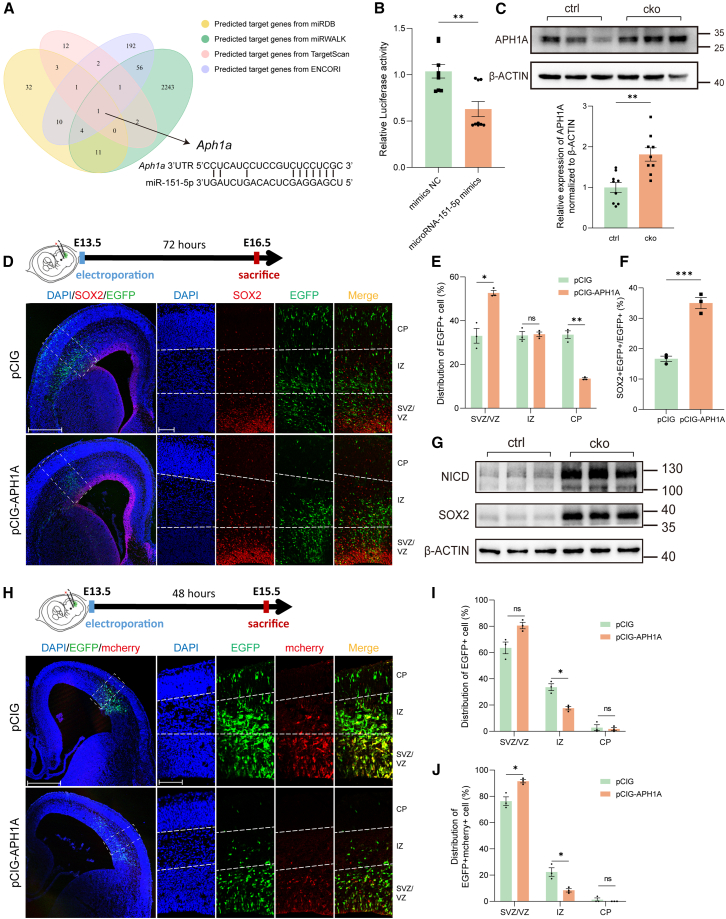
miR-151-5p regulates NSC proliferation via targeting APH1A/NICD axis (A) Screening for downstream targets of miR-151-5p by four miRNA database and the intersection analysis identified the *Aph1a*. (B) Measurements of luciferase activity after transfection with miR-151 mimics and control. (C) Western blot of APH1A in NSCs from E14.5 miR-151 cko and ctrl littermate mice. β-ACTIN is used as a loading control. ImageJ is used to analyze the gray scale of signals. (D) Immunostaining of E16.5 brain sections electroporated with control or APH1A-OE plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification. (E) Quantitative analysis of the distribution of EGFP^+^ cells after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP). (F) Quantification of the ratio of SOXx2^+^EGFP^+^ cells in all EGFP^+^ cells. (G) Western blot of neural stem marker (SOX2 and NICD) in NSCs from E14.5 miR-151 cko and ctrl littermate mice. β-ACTIN is used as a loading control. (H) Immunostaining of E15.5 brain sections electroporated with control or APH1A-OE and CBFRE-mcherry plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification. (I and J) Quantitative analysis of the distribution of EGFP^+^ cells (I) and mcherry^+^ EGFP^+^ cells (J) after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP). Scale bars for the 10x images, 500 μm; 40x images, 100 μm. Data are presented as mean ± SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student’s *t* test, *n* = 3 biological replicates; ns, not significant; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001.

Given APH1A as a core subunit of γ-secretase—an aspartyl protease complex critical for Notch activation via NICD release (Yang et al., 2019; Zhou et al., 2019), we assessed pathway activity. Western blot showed elevated SOX2 and NICD protein levels in cko NSC (Figure 5G). Using a CBFRE-mcherry Notch activity reporter (Bultje et al., 2009; Mizutani et al., 2007), we observed intensified mcherry signals restricted to the VZ upon APH1A overexpression (Figures 5H–5J), indicating enhanced Notch activation. This demonstrates that APH1A amplifies Notch signaling to sustain NSC stemness and proliferation within the VZ.

### Transcriptomic profiling reveals miR-151-5p orchestrates cell cycle and gliogenesis in NSCs

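Neural stem cells (NSCs) were dissected from the lateral ventricles of E14.5 embryos and grown for 3 generations in proliferation medium before RNA was isolated. The cko embryos carried floxed miR-151 alleles and Emx1-IRES-Cre, a driver that expresses Cre recombinase in the dorsal telencephalon, and the ctrl embryos carried the floxed alleles without Cre. The sample labels call the control genotype wild type and name a column-based RNA kit where the paper names TRIzol. They also describe a medium with antibiotics, where the paper lists one with EGF and bFGF. The authors filtered the reads with NGSQC, aligned them to mm10 with HISAT2 and deposited the number of reads counted on each of 32493 Ensembl genes, without normalization, in 3 columns for ctrl and 3 columns for cko NSCs. The total counts were 22773559 and 18950862 for ctrl libraries 1 and 3, and 17883796, 23335736 and 21736269 for cko libraries 1, 2 and 3. The column of ctrl replicate 2, with a total of 20869471, equalled the mean of ctrl libraries 1 and 3 in 32493 of 32493 genes. It equalled that mean exactly in 17972 genes and was rounded up from a fraction in the other 14521. With the roles in the same 3 columns exchanged, ctrl library 1 met this relation to ctrl replicate 2 and ctrl library 3 in 26.3% of genes. In the closest set with another column, ctrl replicate 2 met it with ctrl library 1 and cko library 1 in 8480 of 32493 genes. As ctrl replicate 2 carries no counts of its own, its column was counted in no n, and the comparisons were made between 2 ctrl and 3 cko libraries. Fits with all 6 columns were kept as an alternative. Counts were normalized by the TMM method of edgeR, whose factors lay between 0.990 and 1.01, and tested by edgeR's quasi-likelihood test in the 16710 genes that passed its filter on low counts. The smallest level the depth can show, 3 counts, corresponds to 0.129 to 0.168 CPM (counts scaled to the library total), a limit that covers counting error only. The 2 ctrl libraries differed more from each other than the cko libraries did. Over 16072 genes, 1152 differed by more than 2-fold between the ctrl libraries, against 336 to 540 between pairs of cko libraries and 1418 to 1811 between a ctrl and a cko library. The first principal component, 58.2% of the variance, separated the genotypes, and the second, 22.3%, separated the ctrl libraries from each other. Libraries with the same replicate number in both genotypes deviated together only slightly (Pearson's r = 0.120 across genes, which are not independent replicates). Results with the replicate number as a block are therefore given beside those without it. Among the 5 libraries, cko library 2 has no ctrl library of its number. The block fit therefore takes the difference between genotypes from replicates 1 and 3 only, and is not independent of the fit without cko library 2. It leaves 1 residual degree of freedom, so its p-values rest largely on the spread estimated over all genes. The targeted miRNA could not be used to check the labels, because *Mir151* is not among the genes counted.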

To elucidate genome-wide molecular mechanisms underlying neural developmental defects upon miR-151-5p deletion, we performed RNA-seq on NSCs isolated from miR-151 cko and ctrl littermates. 

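In the comparison of 3 cko with 2 ctrl libraries, 399 genes were higher and 696 lower in cko NSCs at a log2 fold change beyond 0.9 and an unadjusted p under 0.01 in edgeR's quasi-likelihood test. With the replicate number as a block, these counts were 350 and 664. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR and without a limit on the fold change, 1314 genes were higher and 1432 lower, and with the block 918 and 1065. Of the genes at the paper's threshold, 376 of the 399 and 652 of the 696 also had an adjusted p under 0.05. Over the alternatives in edgeR, the counts at an adjusted p under 0.05 fell as far as 317 higher and 416 lower genes, without cko library 2, and rose as far as 2865 and 2794, with all 6 columns. At the paper's threshold, all 6 columns, the averaged one included, gave 502 higher and 859 lower genes in edgeR and 504 and 915 in DESeq2. These DESeq2 calls included all 399 genes called higher and 688 of the 696 called lower from the 5 libraries, and held 105 higher and 227 lower genes that were not called there. Against each ctrl library taken alone, 272 of the 399 higher genes and 500 of the 696 lower genes passed the same fold change. In the higher direction the smallest p-values belonged to *Gas7*, *Ets1* and the Y-linked *Kdm5d*. *Gas7* (ENSMUSG00000033066, chromosome 11, 67455437 to 67688990) rose from 46.7 ± 5.80 (SD, n = 2) to 154 ± 4.73 (SD, n = 3) normalized CPM, a log2 fold change of 1.72 (standard error 0.098). *Ets1* had a log2 fold change of 2.00 and *Kdm5d* of 1.40, and the adjusted p of these 3 genes lay between 0.000367 and 0.000389 in edgeR. In the lower direction *Six3os1* and *Myrf* were among the genes with the smallest p-values. *Six3os1* (ENSMUSG00000093460, chromosome 17, 85600651 to 85618398) fell from 85.2 ± 4.97 (SD, n = 2) to 4.55 ± 0.599 (SD, n = 3) normalized CPM, with a log2 fold change of -4.23 and an adjusted p of 2.96e-05 in edgeR. It overlaps *Six3* on the opposite strand. The paper's text does not name a strand-specific count, so the split of reads between these genes is uncertain. *Six3*, named after its values were seen, was lower too (log2 fold change -3.88, adjusted p = 0.000367 in edgeR). The oligodendrocyte gene *Myrf* had a log2 fold change of -2.90. The largest changes belonged to genes of few reads, with every library of the lower group at or under 3 counts, and only lower bounds can be given. *Lin28b* was at least 5.40-fold, *1700047M11Rik* at least 16.7-fold and *Gm4779* at least 2.86-fold lower in cko NSCs. *Kcna5*, whose adjusted p was 0.0576 in edgeR without cko library 2, was at least 3.16-fold, *n-R5s204* at least 2.45-fold and *AC124108.1* at least 4.19-fold higher. The last 2 are uncertain, since *n-R5s204* is a 5S rRNA copy within *Nusap1* and *AC124108.1* overlaps *Lemd1*.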

Differential expression analysis (DESeq2; |log_2_FC| > 0.9, *p* value < 0.01) identified 504 up-regulated and 915 down-regulated genes (Figure 6A). GO enrichment analysis (clusterProfiler) revealed that up-regulated genes were significantly enriched for cell division and cell cycle biological processes, while down-regulated genes clustered in gliogenesis and neurogenesis regulation (Figures 6B and 6C). 

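The GO terms were not used here, and lists of marker genes and of cell cycle genes stood in for them. In the sets of S-phase and G2/M-phase genes used by Seurat to score cells, 29 of 42 S-phase genes and 46 of 52 G2/M genes were higher in cko NSCs at an adjusted p under 0.05 in edgeR, and 36 and 51 when adjusted over each set alone. No gene of either set was lower at an adjusted or an unadjusted p under 0.05. The median log2 fold change was 0.78 for the S-phase set and 1.105 for the G2/M set. Of the genes past the paper's threshold, 16 were S-phase genes (odds ratio 26.1 against all tested genes, p = 7.83e-16 in a one-sided Fisher's exact test; with the replicate block 19.3 and p = 3.72e-11). The G2/M set held 36 of them (odds ratio 101, p = 6.08e-47 in the exact test; with the block 81.9 and p = 3.90e-41). Among the lower genes, 20 of 44 tested oligodendrocyte and astrocyte genes passed the paper's threshold, against 4.17% of all tested genes (odds ratio 19.7, 95% confidence interval 10.3 to 37.4, p = 1.30e-16 in a one-sided Fisher's exact test). With the replicate block the odds ratio was 20.7 (p = 5.24e-17 in the exact test). DESeq2 in place of edgeR moved it most, to 35.1. The oligodendrocyte list had a median log2 fold change of -0.95, with 17 of 22 genes lower and 14 of them at an adjusted p under 0.05 in edgeR, both over all tested genes and over the list alone. Of its 5 higher genes, 2 had an adjusted p under 0.05 over all tested genes and 4 over the list alone. The astrocyte list had a median of -0.98, with 19 of 22 genes lower, 14 of them at an adjusted p under 0.05 over all tested genes and 17 over the list alone. Of its 3 higher genes, 1 had an adjusted p under 0.05 by either adjustment. The NSC list had a median of 0.19, with 11 of 15 genes higher, and at an adjusted p under 0.05 in edgeR 5 were higher and 1 lower, both over all tested genes and over the list alone. As a whole it was shifted upward (adjusted p = 0.00344 over 22 lists, camera of limma, two-sided; with the replicate block 0.00185). The neuronal list did not move in a single direction, with 11 of 17 tested genes higher and 6 lower and a median of 0.14. At an adjusted p under 0.05 in edgeR, 4 neuronal genes were higher, among them *Syt1* (log2 fold change 1.57) and *Elavl4* (1.297), and only *Dcx* was lower (-1.51). Adjusted over the list alone, 7 were higher and 3 lower. As a whole the neuronal list was not shifted past the threshold (adjusted p = 0.0664 over 22 lists, camera of limma, two-sided), but with the replicate block it was shifted upward (adjusted p = 0.0436, camera of limma). *Syt1*, *Elavl4* and *Dcx* were named after their values were seen.

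**Figure D2:**
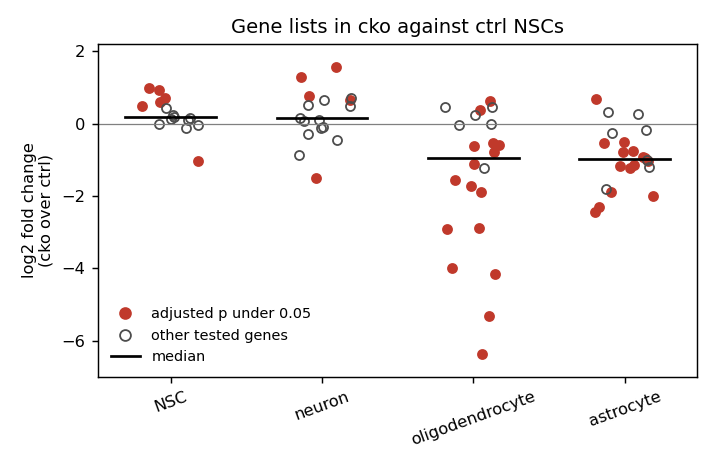
Log2 fold change of cko over ctrl NSCs (y axis) for each tested gene of the NSC, neuron, oligodendrocyte and astrocyte lists (x axis, points spread sideways at random). Filled red points have an adjusted p under 0.05 in edgeR, open points do not, and the black line is the median of the list. The medians of the oligodendrocyte and astrocyte lists lie near -1 and those of the NSC and neuron lists at 0.19 and 0.14.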

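Gene sets close to cellular components and molecular functions were taken from the Reactome pathways, with the 4640 tested genes that belong to at least 1 pathway as the background. The set for mitotic prometaphase, the phase in which chromosomes attach to the spindle, held 99 tested genes, and 38 of them were higher in cko NSCs at the paper's threshold against 3.47% of the background (odds ratio 22.3, 95% confidence interval 13.9 to 35.5, p = 2.38e-31 in a one-sided Fisher's exact test). With the replicate number as a block the odds ratio was 20.5 (p = 6.95e-27 in the exact test). Its median log2 fold change was 0.64, and 88 of the 99 genes were higher. Of 21 kinesins, the motor proteins that move along microtubules, 9 were higher (odds ratio 22.0, adjusted p = 6.76e-07 by Benjamini-Hochberg over 845 pathways in the exact test). The set for collagen formation held 54 tested genes, of which 12 were lower in cko NSCs at the paper's threshold against 255 of the 4640 background genes (odds ratio 5.10, p = 2.53e-05 in the same test, and with the block 5.69 and p = 4.49e-06). Its median log2 fold change was -0.54, with 45 genes lower and 9 higher.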

Corresponding enrichments were observed in cellular component and molecular function terms (Figures S5A–S5D). KEGG pathway analysis further demonstrated up-regulated gene enrichment in cell cycle pathways, whereas down-regulated genes implicated cytoskeleton and cell adhesion pathways (Figures 6D and 6E; visualized in Figures S5E and S5F). These transcriptomic signatures robustly corroborated our functional data on NSC proliferation and differentiation defects.

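KEGG pathways were not used here, and 845 Reactome pathways of 10 to 500 tested genes were scanned in their place by one-sided Fisher's exact tests. At a Benjamini-Hochberg adjusted p under 0.05 in these exact tests, 50 pathways were enriched among the genes higher in cko NSCs and 18 among the lower genes. The smallest p among higher genes belonged to the cell cycle pathway, with 77 of 457 genes (odds ratio 9.88, adjusted p = 6.09e-34). For its mitotic part, 69 of 386 genes were called (odds ratio 9.84, unadjusted p = 3.89e-34 in the exact test), and the odds ratio was 8.32 with the replicate block (p = 1.24e-25) and 5.91 when genes with an adjusted p under 0.05 in edgeR were taken as the called genes, the alternative that moved it most. Among lower genes the smallest p belonged to extracellular matrix organization, with 34 of 172 genes (odds ratio 4.73, 95% confidence interval 3.08 to 7.12, adjusted p = 1.84e-08). With the replicate block its odds ratio was 4.16 (unadjusted p = 2.04e-09 in the exact test). The lower side also held the interactions of integrins at the cell surface, with 11 of 56 genes (odds ratio 4.35, adjusted p = 0.0128), and the contacts of other membrane proteins with the matrix, with 10 of 44 genes (odds ratio 5.22, adjusted p = 0.00839). Laminin interactions, with 6 of 27 genes, did not pass the correction (adjusted p = 0.102).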

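The genes that the paper followed in its experiments on proliferation and differentiation were read out in the same libraries. These hold RNA of E14.5 NSCs kept in proliferation medium. The paper measured SOX2 as protein and ALDH1L1 by staining at later stages. It measured *Gfap*, *S100b*, *Map2* and *Tubb3* in NSCs of a later embryonic stage. For these genes the values below therefore do not repeat the paper's measurements. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) encodes the proliferation marker KI67. It rose from 261 ± 11.0 (SD, n = 2) normalized CPM in ctrl to 642 ± 90.3 (SD, n = 3) in cko NSCs, with a log2 fold change of 1.297 (standard error 0.13, adjusted p = 0.00192 in edgeR, and with the replicate block 1.21 and 0.000268). The stem cell gene *Sox2* differed by less than the test could separate, with 570 ± 18.9 (SD, n = 2) against 617 ± 9.71 (SD, n = 3) normalized CPM and a log2 fold change of 0.12 (adjusted p = 0.314 in edgeR, with the block 0.651). *Pax6* had a log2 fold change of -0.03 (adjusted p = 0.856 in edgeR). Among astrocyte markers, *S100b* fell in each cko library, with a log2 fold change of -2.31 (standard error 0.28, adjusted p = 0.00343 in edgeR, and with the block -2.29 and 0.000635). *Gfap* (ENSMUSG00000020932) was measured at 1008 and 178 normalized CPM in the 2 ctrl libraries and at 298, 86.7 and 122 in the 3 cko libraries. Its log2 fold change of -1.82 was within this spread (standard error 0.71, adjusted p = 0.126 in edgeR). With the replicate block, which leaves 1 residual degree of freedom, it was -1.16 (adjusted p = 0.00735 in edgeR). Against ctrl library 3 alone it was -0.08. *Aldh1l1* did not differ (-0.18, adjusted p = 0.657 in edgeR). The neuronal genes *Map2* and *Tubb3* had log2 fold changes of 0.14 (adjusted p = 0.248 in edgeR) and 0.11 (adjusted p = 0.733). From its GO and KEGG enrichments, the paper concludes that the transcriptome bears out its functional data on the proliferation and differentiation of cko NSCs.

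**Figure D3:**
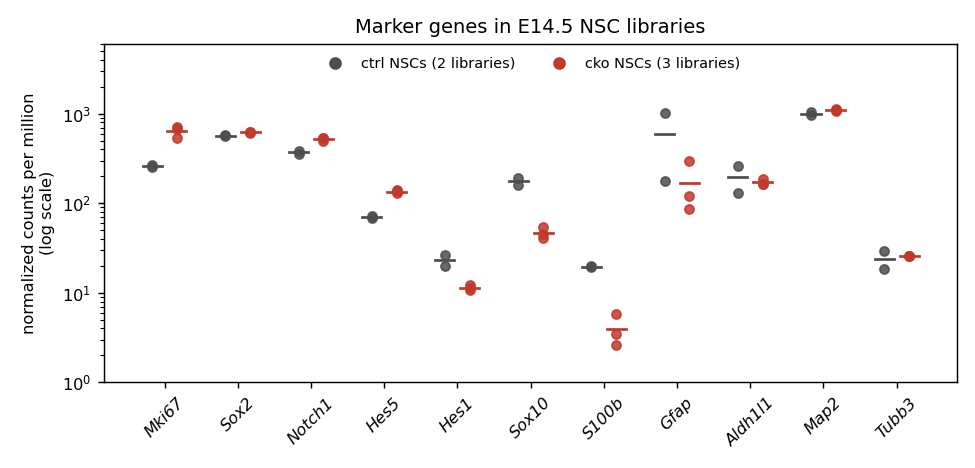
Normalized CPM on a log axis for marker genes in the 2 ctrl (grey) and 3 cko (red) NSC libraries. Each point is a library and each line the mean of a genotype. The cko libraries lie above both ctrl libraries for *Mki67* and below both for *S100b*, whereas for *Gfap* the ctrl libraries lie at 1008 and 178 and the cko libraries between 86.7 and 298.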

**Figure 6:**
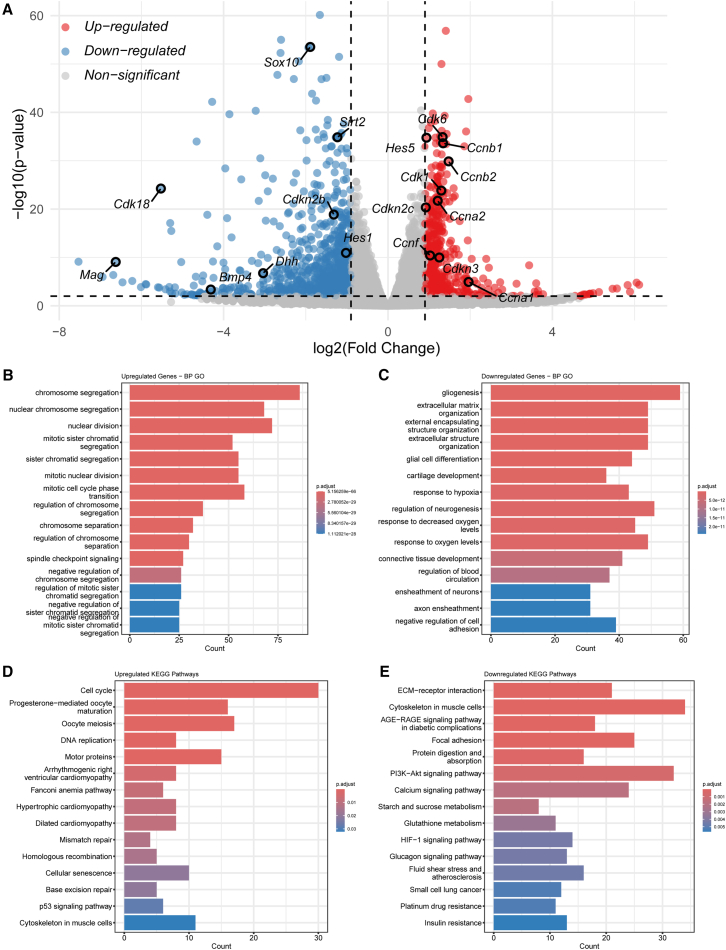
Transcriptomic profiling reveals miR-151-5p orchestrates cell cycle and gliogenesis in NSCs (A) Volcano plot of genes upregulated (red) and downregulated (blue) in E14.5 miR-151 cko NSCs compared with control, as analyzed using DESeq2. (B) The GO enrichment results of biological processes were obtained by using up-regulated genes, as analyzed using clusterProfiler. (C) The GO enrichment results of biological processes were obtained by using down-regulated genes, as analyzed using clusterProfiler. (D) The KEGG-pathway enrichment results of biological processes were obtained by using up-regulated genes, as analyzed using clusterProfiler. (E) The KEGG-pathway enrichment results of biological processes were obtained by using down-regulated genes, as analyzed using clusterProfiler.

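Figure 6A labels 18 genes. All 18 passed its threshold in the comparison of 3 cko with 2 ctrl libraries, with adjusted p-values from 0.000668 to 0.0208 in edgeR, and the 2 genotypes did not overlap in any of them, which chance gives in 20% of genes. With the replicate number as a block, all 18 had an adjusted p under 0.05 in edgeR, but 17 of 18 passed the figure's threshold, since *Cdkn2c* had a log2 fold change of 0.845 (0.911 without the block). Without cko library 2, *Cdkn2c* (0.835), *Hes5* (0.896) and *Ccnf* (0.895) fell short of the threshold, and 15 of 18 passed. With at least 10 counts required in every library, 13 of the 18 were tested and 12 passed. The 10 genes labelled as up-regulated had log2 fold changes from 0.91 to 1.97. *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570) rose from 82.1 ± 6.58 (SD, n = 2) to 206 ± 25.2 (SD, n = 3) normalized CPM, a log2 fold change of 1.33 (standard error 0.12, with the block 1.24). *Cdk1* rose with a log2 fold change of 1.29, *Cdk6* with 1.33 and *Ccna2* with 1.201. *Ccna1* had the largest of these, 1.97, at 0.541 normalized CPM in ctrl NSCs, and its adjusted p was no longer under 0.05 in edgeR when cko library 2 or 3 was left out. *Hes5* (ENSMUSG00000048001, chromosome 4, 154960923 to 154962371) rose from 71.0 ± 2.52 (SD, n = 2) to 135 ± 5.44 (SD, n = 3), a log2 fold change of 0.93. Of the 8 genes labelled as down-regulated, *Sox10* (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240) fell from 176 ± 19.8 (SD, n = 2) to 47.0 ± 6.76 (SD, n = 3) normalized CPM, a log2 fold change of -1.903 (standard error 0.13, with the block -1.82). *Sirt2* had a log2 fold change of -1.24, *Cdkn2b* of -1.33 and *Hes1* of -1.04. The others had few reads. *Cdk18* fell from 8.02 to 0.178 normalized CPM (log2 fold change -5.47) and *Dhh* from 2.91 to 0.340 (-3.03). Ctrl libraries 1 and 3 differed in both, at 11.0 and 5.07 normalized CPM for *Cdk18* and 1.22 and 4.59 for *Dhh*. Against ctrl library 1 alone the log2 fold changes were -5.92 and -1.81, and against ctrl library 3 alone -4.81 and -3.71. *Mag* and *Bmp4* had at most 3 counts in each cko library, so that *Mag* was at least 15.3-fold and *Bmp4* at least 3.38-fold lower. *Bmp4* and *Ccnf*, the latter with a log2 fold change of 1.01, were no longer under an adjusted p of 0.05 in edgeR without cko library 2 or 3, and *Dhh* lost its adjusted p under 0.05 in edgeR whichever cko library was left out.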

### miR-151-5p impacts adult mouse memory ability by targeting APH1A and is associated with Alzheimer’s disease

As a core γ-secretase subunit, APH1A mediates both NOTCH cleavage and amyloid-beta (Aβ) processing—a key pathway in Alzheimer’s disease (AD) pathogenesis. To determine whether the functional abnormalities observed in NSCs during embryonic development translate into long-term functional deficits in adulthood, we performed contextual fear conditioning on 8-week-old male mice. Emx1-miR-151 cko mice exhibited significantly reduced freezing duration versus controls (Figure 7A), indicating impaired fear memory—a deficit consistent with AD phenotypes (Forner et al., 2021; Jahn, 2013). Post-behavioral validation confirmed sustained miR-151-5p downregulation (Figure 7B) and APH1A elevation (Figure 7C) in cko brains. Furthermore, we analyzed *Aph1a* expression in the prefrontal cortex of normal individuals and AD patients using the AlzData. In GSE5281, we found that *Aph1a* expression was significantly higher in the prefrontal cortex of AD patients compared to NC (Figure 7D), suggesting that *Aph1a* may be involved in the pathogenesis of AD.

**Figure 7:**
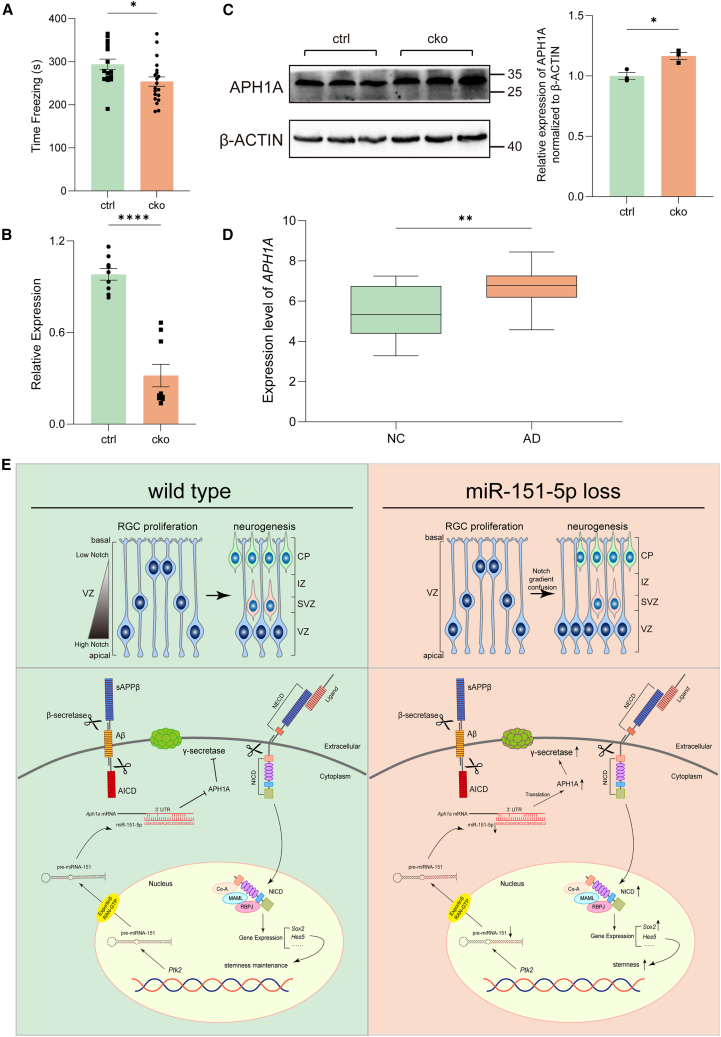
miR-151-5p impacts adult mouse memory ability by targeting APH1A and is associated with AD (A) Quantitative analysis of the freezing time in the fear conditioning experiment (*n* = 16 for the ctrl group, *n* = 20 for the miR-151 cko group). (B) RT-qPCR measurement of miR-151-5p expression level with ctrl and cko mice dorsal cortex after FC experiment, *n* = 3 biological replicates. (C) Western blot of APH1A in dorsal cortex from ctrl and cko mice after FC experiment, β-actin is used as a loading control. ImageJ is used to analyze the gray scale of signals. (D) The expression of *Aph1a* in the frontal cortex of normal individuals and AD patients is analyzed by using the NCBI dataset GSE5281. (E) A cartoon showing how miR-151-5p regulates NICD to control radial glial cell proliferation or differentiation in the developing mammalian neocortex. miR-151-5p affects the function of γ-secretase by targeting APH1A, which in turn affects the production of NICD, which in turn affects the stemness maintenance and proliferation ability of NSCs. At the same time, miR-151-5p may affect the cell cycle of NSC by affecting the Notch concentration gradient in VZ, and regulate the stemness maintenance and proliferation ability. Data are presented as mean ± SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student’s *t* test; ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗∗^*p* < 0.0001.

In summary, this study demonstrates that miR-151-5p modulates γ-secretase function by targeting APH1A through overexpression and knockout experiments. This regulation establishes a spatial Notch signaling gradient within the VZ, thereby modulating the proliferation and differentiation potential of NSCs (Figure 7E).

## Discussion

In this study, we identify a critical role for the evolutionarily conserved miRNA, miR-151-5p, in mouse cortical neurogenesis. Our findings demonstrate that miR-151-5p is expressed in NSCs, and it functions as a molecular brake on proliferation and promotes neuronal differentiation by negatively regulating its direct target, APH1A, a key regulator of the Notch signaling pathway.

Evolutionarily, miR-151-5p appears to be a mammalian-specific innovation. Our data indicate that while the flanking intronic sequences of the *Ptk2* gene are highly divergent, the miR-151-5p sequence itself remains perfectly conserved across mammalian species, underscoring its functional importance. Given that the host gene *Ptk2* is known to play critical roles in cortical development and neuronal morphology (Beggs et al., 2003; Rico et al., 2004), it was imperative to rule out any off-target effects on its expression. We confirmed that the conditional deletion of miR-151 did not alter the transcriptional or translational levels of *Ptk2*. This validation ensures that the observed phenotypes are specific to miR-151-5p deficiency and are not driven by the disruption of the host gene.

While the expression and function of miRNAs in different neocortical cell types have been extensively studied, miR-151-5p remained poorly studied. Recent advances demonstrate that miRNAs exhibit different expression and functional specificity across various neocortical cell types. For instance, miRNAs such as miR-124 and miR-132 are specifically expressed in neurons, primarily governing synaptic plasticity and identity maintenance (Eugene et al., 2007; Walgrave et al., 2021). Others, including miR-155, miR-219, and miR-146a, exhibit glial-specific expression—regulating inflammation, myelination, and immune responses in astrocytes, oligodendrocytes, and microglia, respectively (Dugas et al., 2010; Fan et al., 2017; Pena-Philippides et al., 2016; Su et al., 2017). Similarly, miRNAs like miR-9 and miR-210 are expressed in NSCs and play important roles in maintaining NSC stemness and regulating differentiation (Coolen et al., 2012, 2013; Fasanaro et al., 2008). Furthermore, research into miR-151-3p has demonstrated significant promise as a neuroimaging diagnostic biomarker for major depressive disorder (MDD), potentially offering a novel tool for the standardization of clinical diagnosis in MDD (Liang et al., 2025). Our findings establish that miR-151-5p is enriched in NSC and constrains their proliferation while promoting neuronal differentiation during neural development.

RNA-seq analysis revealed significant enrichment of cell cycle and DNA replication-related KEGG pathways among genes upregulated upon miR-151-5p knockout. 

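The Reactome set for DNA replication stood in for the KEGG pathway. It held 98 tested genes, of which 11 (11.2%) were higher in cko NSCs at a log2 fold change above 0.9 and an unadjusted p under 0.01 in edgeR (odds ratio 3.70, 95% confidence interval 1.74 to 7.14, p = 0.000512 in a one-sided Fisher's exact test). With the replicate number as a block the odds ratio was 2.53 (p = 0.0286 in the exact test). It ranged from 2.17 to 6.37 over the fits that each left out a cko library, and without cko library 2 it was not past the threshold (p = 0.0946 in the exact test). The set as a whole moved further than its few called genes show, with 86 of 98 genes higher and a median log2 fold change of 0.26 (adjusted p = 3.52e-12 over 9 sets, camera of limma, two-sided; with the block 3.06e-12). Of the 98 genes, 27 were higher at an adjusted p under 0.05 in edgeR. Within replication, the elongation of DNA strands held 8 called genes of 32 (odds ratio 9.69, adjusted p = 0.000367 over the pathways scanned, in the exact test) and the regulation of replication by E2F held 9 of 28 (odds ratio 13.9, adjusted p = 1.21e-05).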

Given the established neurodevelopmental expression pattern and functional role of miR-151-5p, future studies will prioritize identifying its target genes governing mitotic progression and nuclear positioning to delineate molecular mechanisms regulating cell division.

During screening for miR-151-5p target genes, we identified several candidates closely associated with the Notch signaling pathway and neurogenesis (e.g., *N4bp1* and *Aph1a*). Specifically, by suppressing APH1A, miR-151-5p modulates γ-secretase activity and consequently reduces the production of NICD. This provides a post-transcriptional mechanism for fine-tuning the spatiotemporal Notch signaling gradient within the VZ, ultimately controlling the balance between NSC self-renewal and differentiation. Intriguingly, the impaired fear memory observed in adult miR-151-5p cko mice aligns with a previous report linking the miR-151-5p/APH1A axis to fear memory formation in the hippocampus (Xu et al., 2019). This functional conservation suggests that the miR-151-5p/APH1A/Notch regulatory axis exerts a lasting impact beyond embryonic development, potentially contributing to cognitive functions and implicating it in the pathophysiology of neurodevelopmental and neurodegenerative disorders such as AD.

In conclusion, our study elucidates a novel regulatory pathway in which miR-151-5p, by targeting APH1A, modulates Notch signaling to govern NSC fate determination during cortical development. Collectively, these findings not only deepen our understanding of the molecular orchestration of neurogenesis but also establish a functional link between neurodevelopmental regulatory axis and adult cognitive function and associated disorders.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Xiaozhong Peng ().

### Materials availability

The mouse strains and related materials generated in this study are available upon request from the lead contact.

### Data and code availability

The RNA-seq data generated in this study have been deposited in GEO (GSE327779). No original code is involved. Additional information required to reanalyze the data in this study is available from the lead contact upon request.

## Acknowledgments

This work was supported by the 10.13039/501100012166National Key Research and Development Program of China (2022YFA1103803), the CAMS Innovation Fund for Medical Sciences (CIFMS; 2021-I2M-1-024), the CAMS Basic Research Fund (2024-RW310-01), State Key Laboratory Special Fund 2060204, and Overseas Expertise Introduction Center for Discipline Innovation (“111Center”) (BP0820029). We thank State Key Laboratory of Common Mechanism Research of Major Diseases Platform for consultation and instrument availability that supported this work.

## Author contributions

All authors participated in the scientific discussion. X.P. and W.L. conceived the research; X.P., W.L., P.S., X.W., and L.L. designed the experiments; X.W., L.L., Z.C., Y.Z., B.Y., and L.H. carried out the experimental studies and analyses; X.W. performed bioinformatics analysis; X.W. and W.L. wrote the manuscript; X.P. and W.L. revised the manuscript. All authors commented on the manuscript.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-TBR1 antibody (rabbit polyclonal)	Abcam	Cat# ab31940; RRID: AB_2200219
Anti-TBR2 antibody (rabbit polyclonal)	Abcam	Cat# ab23345; RRID: AB_778267
Anti-PAX6 antibody (rabbit monoclonal)	Abcam	Cat# ab195045; RRID: AB_2750924
Anti-NEUROD2 antibody (rabbit polyclonal)	Abcam	Cat# ab104430; RRID: AB_10975628
Anti-CUX1 antibody	Oasis Biofarm	Cat# OB-PRT034-01; RRID:AB_2938851
Anti-CTIP2 antibody	Oasis Biofarm	Cat# OB-PRB025-01; RRID:AB_2938879
Anti-TLE4 antibody (mouse monoclonal)	Santa Cruz Biotechnology	Cat# sc-365406; RRID: AB_10841582
Anti-SOX5 antibody (rabbit polyclonal)	Abcam	Cat# ab94396; RRID: AB_10859923
Anti-SOX2 antibody (rabbit monoclonal)	Abcam	Cat# ab97959; RRID: AB_2341193
Anti-MAP2 antibody (mouse monoclonal)	Abcam	Cat# ab11267; RRID: AB_297885
Anti-GFAP antibody (rabbit polyclonal)	Abcam	Cat# ab7260; RRID: AB_305808
Anti-BrdU antibody (rat monoclonal)	Abcam	Cat# ab6326; RRID: AB_305426
Anti-KI67 antibody (rabbit monoclonal)	Abcam	Cat# ab15580; RRID: AB_443209
Anti-APH1A antibody (rabbit polyclonal)	Thermo Fisher Scientific	Cat# PA1-2010; RRID: AB_2227105
Anti-NICD antibody (rabbit monoclonal)	Cell Signaling Technology	Cat# 4147S; RRID: AB_2153348
Anti-mCherry antibody (rabbit polyclonal)	Thermo Fisher Scientific	Cat# M11217; RRID: AB_2536611
Anti-ALDH1L1 antibody (rabbit polyclonal)	Oasis Biofarm	Cat# OB-PRB001-01; RRID:AB_2934257
Anti-β-ACTIN antibody (mouse monoclonal)	Sigma-Aldrich	Cat# A5441; RRID: AB_476744

**Bacterial and virus strains**		

*Escherichia coli* DH5α chemically competent cells	This paper (lab-prepared)	Genotype: F− φ80dlacZΔM15 deoR Δ(lacZYA-argF)U169 recA1 endA1 hsdR17(rK− mK+) supE44 thi-1 gyrA96 relA1

**Chemicals, peptides, and recombinant proteins**		

Paraformaldehyde (PFA)	Sigma-Aldrich	Cat# P6148
BrdU (5-Bromo-2′-deoxyuridine)	MedChemExpress	Cat# HY-15910
EdU (5-ethynyl-2′-deoxyuridine)	Thermo Fisher Scientific	Cat# A10044
Recombinant human EGF	PeproTech	Cat# AF-100-15
Recombinant human bFGF	PeproTech	Cat# 100-18B
TRIzol Reagent	Thermo Fisher Scientific	Cat# 15596018
DAPI (4′,6-diamidino-2-phenylindole)	Sigma-Aldrich	Cat# D9542
Gibco™ BASIC DMEM, High Glucose, Pyruvate	Thermo Fisher Scientific	Cat# C11995500BT
DMEM/F-12, HEPES	Thermo Fisher Scientific	Cat# 11330032
B-27™ Supplement (50X), serum free	Thermo Fisher Scientific	Cat# 17504044
Penicillin-Streptomycin (100X)	Thermo Fisher Scientific	Cat# 15140122
Lipofectamine™ 3000	Thermo Fisher Scientific	Cat# L3000075

**Critical commercial assays**		

Click-iT™ EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 647 dye	Thermo Fisher Scientific	Cat# C10340
Phanta UniFi	Vazyme	Cat# P516/526-01
HiScript III RT SuperMix for qPCR (+gDNA wiper)	Vazyme	Cat# R323-01
TB Green Premix Ex Taq II (Tli RNase H Plus)	TaKaRa	Cat# RR820A
Plasmid Miniprep Kit	TIANGEN	Cat# DP103
Universal DNA Purification and Recovery Kit	TIANGEN	Cat# DP214
EndoFree Plasmid Maxi Kit (10)	QIAGEN	Cat# 12362
Dual-Glo Luciferase Assay System	Promega	Cat# E2920

**Deposited data**		

RNA-seq Raw and analyzed data	This paper	GEO:GSE327779

**Experimental models: Cell lines**		

HEK293T	ATCC	RRID: CVCL_0063
HeLa	ATCC	RRID: CVCL_0030
N1E-115	ATCC	RRID: CVCL_0451

**Experimental models: Organisms/strains**		

*Mus musculus* C57BL/6J wild-type mice	Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences	Strain: C57BL/6J
*Mus musculus* Emx1^IRES^-Cre mice	Gift from Prof. Zhengang Yang (Fudan University)	JAX: 005628
*Mus musculus* miR-151 fL/fL mice	Biocytogen (Beijing, China)	Conditional allele: miR-151-loxP
*Mus musculus* ICR pregnant mice	Peking University Health Science Center	Timed pregnant (plug-checked; ±0.5 days)
*Mus musculus* Emx1-miR-151 conditional knockout mice	This paper	Generated by crossing miR-151ˆfl/fl mice with Emx1^IRES^-Cre mice
Primary neural stem cells (mouse)	This paper	Isolated from E14.5 mouse cortex

**Oligonucleotides**		

miR-151–5p mimics	This paper	UCGAGGAGCUCACAGUCUAGU
miR-151–5p mimics NC	This paper	UUGUACUACACAAAAGUACUG
U6-RT	This paper	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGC ACTGGATACGACAAAAATATG
miR-151–5p RT	This paper	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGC ACTGGATACGACACTAGA
U6-rltm-F	This paper	GCGCGTCGTGAAGCGTTC
miR-151–5p rltm-F	This paper	GCCCCTCGAGGAGCTCAC
miR-rltm-R	This paper	GTGCAGGGTCCGAGGT

**Recombinant DNA**		

pCIG-APH1A	This paper	N/A
pCIG-miR-151	This paper	N/A
miR-151–5p Sponge	This paper	N/A
PB-pCIG-miR-151	This paper	N/A
CBFRE-mCherry	This paper	N/A

**Software and algorithms**		

LAS X	Leica	LAS_X_4.7.0
FV10-ASW Viewer	Olympus	FV10-ASW Viewer software (Ver.4.2b)

### Experimental model and study participant details

#### Experimental animals

Mice carrying miR-151 flanked by the *loxP* allele were generated by Biocytogen Co., Ltd. (Beijing) and after mated with Emx1-IRES-Cre (Jackson Laboratories, stock number 005628) mice to generate miR-151 cko mice, which were in C57BL/6J background(Zhou et al., 2022). The mice were given free access to food and water. All animal experiments were conducted according to protocols approved by the Institutional Animal Care and Use Committee at the Academy of Medical Sciences and Peking Union Medical College (ACUC-A01-2025-010). The noon of the day when the vaginal plug was found was counted as embryo (E) day 0.5.

#### Bacterial strains and culture conditions

Chemically competent Escherichia coli DH5α cells were prepared in-house in our laboratory and used for plasmid amplification and molecular cloning. The genotype of the DH5α strain was F− φ80dlacZΔM15 deoR Δ(lacZYA-argF)U169 recA1 endA1 hsdR17(rK− mK+) supE44 thi-1 gyrA96 relA1. Cells were maintained and cultured in LB medium at 37°C under standard bacterial growth conditions.

#### Cell culture

HEK293T, N1E-115 and HeLa cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum and at 37°C with 5% CO_2_ in a humid incubator. Lipofectamine 3000 was used for plasmid transfection according to the manufacturer’s instructions. HEK293T, HeLa, and N1E-115 cells were authenticated by source information and routinely tested negative for mycoplasma contamination.

Mouse NSCs from E14.5 and E16.5 mice were obtained by dissecting the lateral ventricles, followed by digestion into a single-cell suspension with Accutase (Sigma). NSCs were maintained in DMEM/F12 proliferation medium supplemented with 2% B27 supplement, 20 ng/mL EGF, 20 ng/mL bFGF, 1% GlutaMAX supplement and 0.2% BSA. After culture *in vitro* for three generations, NSCs were subjected to Western blotting, RT‒qPCR and RNA‒seq. NSCs were prepared freshly and used for experiments without long-term banking.

### Method details

#### Tissue section

The pregnant mice were intraperitoneally anesthetized with 0.7% w/v pentobarbital sodium (0.01mL/g body weight). Embryonic mouse brains were then dissected out in cold PBS. After being anesthetized with the same agent, P3 mice were subjected to transcardial perfusion with 4% PFA-PBS. Both embryonic and P3 brain samples were fixed in 4% PFA for 24 h, followed by immersion in 25% sucrose solution for another 24 h for cryoprotection. The brains were subsequently embedded in O.C.T. (SAKURA) and stored at −80°C. They were then cut into 16 μm thick sections using a Leica CM1950 cryostat.

#### Immunofluorescence

The tissue sections were desiccated at 50°C for 30 min and then washed in 1×PBS for 5 min. For heat-mediated antigen retrieval, the sections were incubated with 10 mM sodium citrate buffer (pH 6.0) at 95°C for 20 min, followed by natural cooling. For BrdU staining, the sections were treated with 2N HCl for 10 min at 30°C and subsequently for 20 min at room temperature. The sections were subsequently incubated with 5% sheep serum (1×PBS, 0.3% Triton X-100) for 1 h at room temperature. The tissue sections were incubated overnight at 4°C with primary antibodies, prepared in buffer (1×PBS, 0.3% Triton X-100). The primary antibody mixture was removed, and the sections were washed three times in PBS for 5 min each. The secondary antibodies were diluted with buffer solution at a ratio of 1:800 and incubated with the tissue sections for 2 h at room temperature in the dark. After three rinses in PBS, the nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) and then mounted. The tissue slices were observed and photographed with a Leica system (Leica Stellaris 5 Confocal Microscope).

#### 5-Ethynyl-2′-deoxyuridine (EdU) staining

Cell proliferation was assessed using the Click-iT Plus EdU Cell Proliferation Kit for Imaging according to the manufacturer’s protocols. In brief, following standard immunofluorescence staining, the sections were treated with the EdU working solution for 30 min at room temperature in the dark prior to mounting.

#### In utero electroporation

*In utero* electroporation (IUE) was performed as previously described (Shu et al., 2019b). Pregnant mice were anesthetized with 0.7% w/v pentobarbital sodium (0.01mL/g body weight). E13.5 embryonic brains received five 30 V pulses (50ms on/950ms interval) via 7-mm platinum electrodes using a BTX-ECM830 electroporator (Harvard Apparatus). All plasmids used for IUE were based on the pCIG vector, which contains IRES and EGFP elements, allowing co-translation with the target protein, all plasmids were electroporated at 2.5 μg/μL(Megason and McMahon, 2002).

#### Neurosphere formation assay for NSCs

To evaluate the self-renewal capacity of NSCs, we performed a neurosphere formation assay based on sphere-forming efficiency. NSCs were first dissociated into a single-cell suspension using Accutase. Cell density was determined using an automated cell counter, and cells were seeded at a standardized density of 100,000 cells per well in 24-well plates. Following 3 days of culture, images were acquired from ten randomly selected fields of view per well. Neurospheres were quantified and stratified based on their radii (0–50 μm, 50–100 μm, and >100 μm). The number and size distribution of these neurospheres were used to calculate the sphere-forming efficiency, serving as a functional readout of NSC stemness.

#### Western blot

NSCs and forebrains were swiftly isolated and lysed in TNTE buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 1 mM Na_3_VO_4_, 25 mM NaF, 10 mM Na_4_P_2_O_7_⋅10H_2_O, 0.5% Triton X-100 and protease inhibitors). The lysates were incubated for 30 min on ice and centrifuged at 12,000 rpm for 30 min at 4°C. Proteins were separated on 10% SDS‒PAGE gels and transferred to nitrocellulose membranes. Prior to incubation with primary antibodies overnight, the membranes were blocked with 5% nonfat milk dissolved in TBS-Tween 20 (0.05%) for 1 h at room temperature.

#### RT‒qPCR

Total RNA from NSCs of control and miR-151 cko mice was isolated using TRIzol reagent (Invitrogen). cDNA was synthesized using a Reverse Transcriptase Kit. Quantitative RT‒PCR was conducted with an SYBR Green-containing kit (TaKaRa). The primer sequences could be found in Table S1, with *Gapdh* and *U6* serving as the internal control.

#### Luciferase assays

HEK293T cells in a 24-well plate were cotransfected with the reporter plasmid (psiCHECK-2 Vector, Promega) and miR-151–5p mimics. The cells were collected after 72 h, and the Dual-Luciferase Reporter Assay System from Promega was used to measure the activity levels of both firefly and Renilla luciferase within the same sample. The activity of each reporter was evaluated over the course of three separate experiments, with each experiment consisting of three replicates.

#### Fear conditioning behavioral experiment

Habituation (Day 1): Animals are briefly exposed to the testing apparatus without any stimuli to reduce novelty stress.

Training (Day 2): Animal is placed in the conditioning chamber (Context A). After a baseline period (180 s), a neutral conditioned stimulus (CS; tone, 30 s, 80 dB) is presented. The CS terminates with the onset of an aversive unconditioned stimulus (US; mild footshock, 0.8 mA, 1 s). This CS-US pairing is repeated 5 times with 60 s inter-trial intervals (ITIs). Animal remains in the chamber briefly after the last shock (60 s) before returning to home cage.

Context Test (Day 3): 24 h post-conditioning, the animal is placed back into the original conditioning chamber (Context A). No CS or US is presented.

Cued Test (Day 4): 24 h after the context test, the animal is placed into a novel, altered chamber (Context B) - different shape, smell, lighting. After a baseline period (180 s) to assess generalized fear in the new context, the CS (tone) is presented alone without US. Freezing is scored during the pre-CS baseline and during the CS presentation. Increased freezing specifically during the CS indicates cue-specific fear conditioning.

#### RNA seq

Total RNA from E14.5 NSCs from both control and miR-151 cko mice was isolated using TRIzol reagent (Invitrogen). RNA-seq libraries were generated and sequenced by CapitalBio Technology (Beijing, China). The sequencing quality was assessed with FastQC (v0.11.5), and low-quality data were filtered out via NGSQC (v2.3.3). The clean reads were then aligned to the mouse UCSC mm10 genome using HISAT2 with default parameters. The processed reads from each sample were aligned against the reference genome via HISAT2. DESeq2 was used to identify differentially expressed genes between samples. Gene set enrichment analysis (GSEA) in this study was performed using clusterProfiler. To identify significantly enriched Gene Ontology (GO) terms (FDR <0.05), the Database for Annotation, Visualization and Integrated Discovery was used.

### Quantification and statistical analysis

#### Image analysis, quantification and statistical analysis

Images were captured to cover each coronal section with a 10x or 40× objective by Leica Stellaris 5 confocal microscope and compared with equivalent sections in littermate counterparts. Brightness and contrast were adjusted using Photoshop where needed. For each separate experiment, three or more embryos were used for qualitative analyses (*n* ≥ 3). Statistical analyses were performed using GraphPad Prism 9.5.0. Results are presented as mean ± SEM. Unpaired two-tailed *t*-tests were used to compare two datasets. For each comparison, numbers from at least 3 individually samples were averaged.

# Supplementary material for: miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients
**Source:** Stem Cell Reports. 2026 May 21;21(6):102927. doi: 10.1016/j.stemcr.2026.102927
**Supplement:** Document S1. Figures S1–S5

**Stem Cell Reports, Volume 21**

## **Supplemental Information**

### **miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients**

**Xinrun Wang, Li Li, Zhuo Chen, Yi Zeng, Pengcheng Shu, Lin Hou, Bin Yin, Wei Liu, and Xiaozhong Peng**

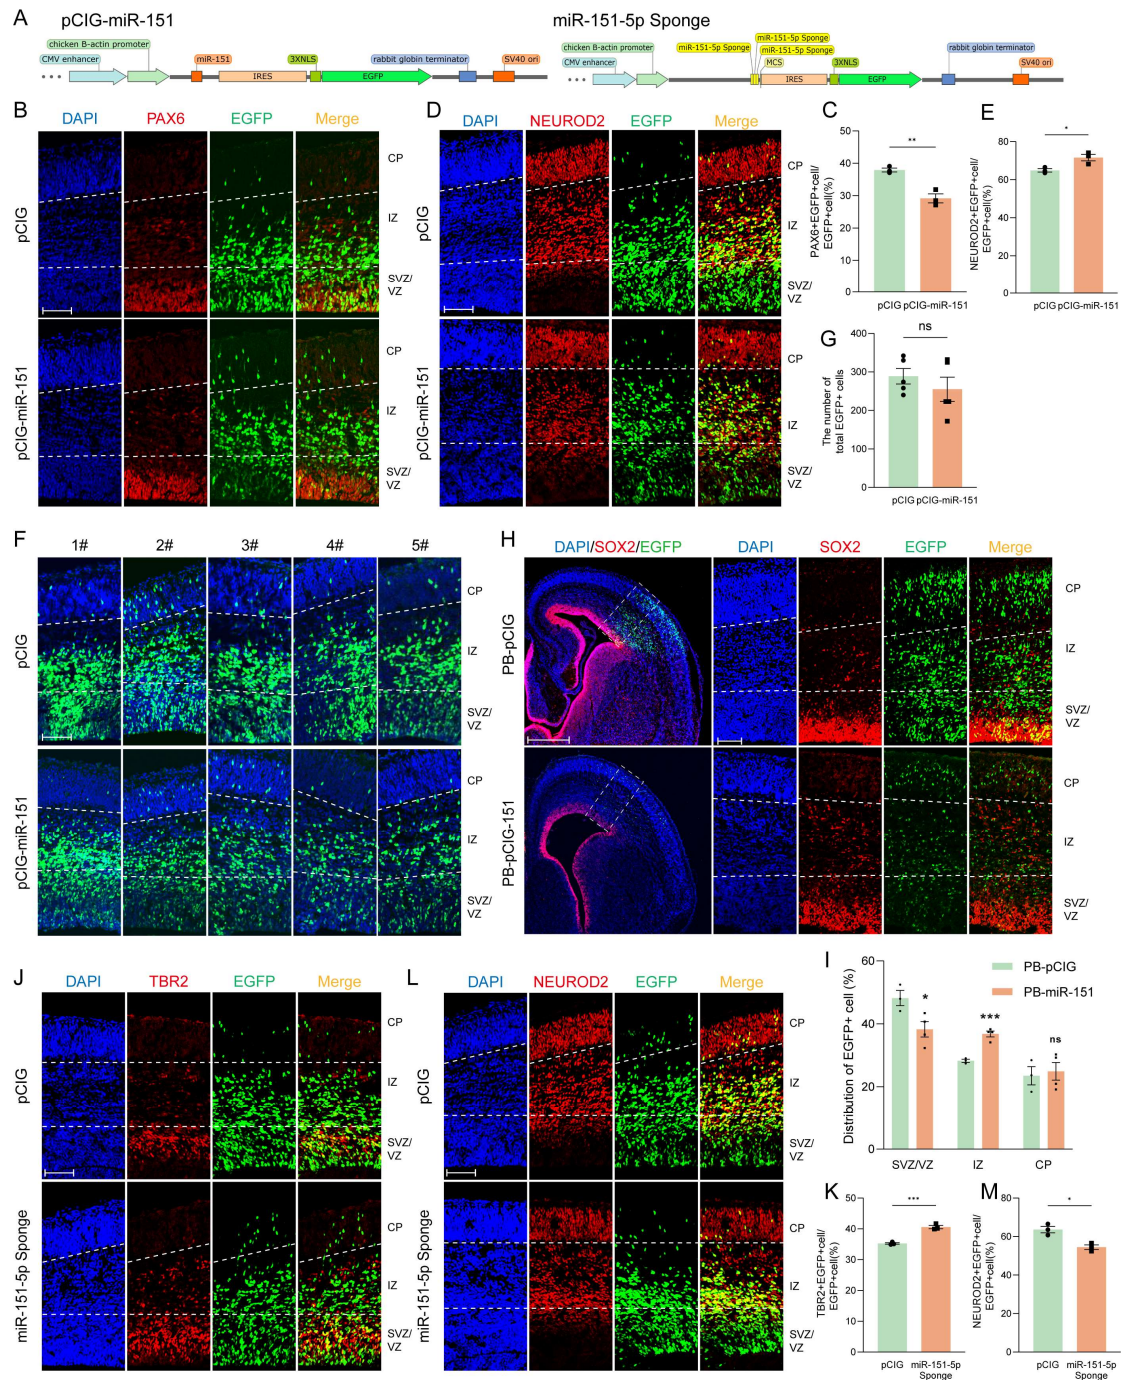

**Supplementary Figure 1. miR-151-5p influences the outward migration of NSCs.**

(A) Schematic diagram showing pCIG-miR-151 (overexpression) and miR-151-5p Sponge (knockdown) plasmid.

(B) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or OE (pCIG-miR-151) on E13.5. White-dotted rectangles mark comparable regions for magnification.

7 (C) Quantification of the ratio of PAX6<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.

8 (D) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or OE (pCIG-

9 miR-151) on E13.5. White-dotted rectangles mark comparable regions for magnification.

10 (E) Quantification of the ratio of NEUROD2<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.

11 (F) Representative images from five independent experiments, showing E15.5 brain sections that

12 were electroporated on E13.5 with the control (pCIG) or OE (pCIG-miR-151).

13 (G) Quantitative analysis of the number of total EGFP<sup>+</sup> cells, n=5 biological replicates.

14 (H) Immunostaining of E16.5 brain sections electroporated with control (PB-pCIG) or miR-151-

15 OE plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.

16 (I) Quantitative analysis of the distribution of EGFP<sup>+</sup> cells after dividing the neocortex into 3 parts

17 (SVZ/VZ, IZ, CP) (n=3 for the control group, n=4 for the miR-151 OE group).

18 (J) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or Down (miR-

19 151-5p Sponge) on E13.5. White-dotted rectangles mark comparable regions for magnification.

20 (K) Quantification of the ratio of TBR2<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.

21 (L) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or Down (miR-

22 151-5p Sponge) on E13.5. White-dotted rectangles mark comparable regions for magnification.

23 (M) Quantification of the ratio of NEUROD2<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.

24 Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM.

25 Individual data points represent independent biological replicates. Statistical analysis was

26 performed by unpaired 2-tailed Student's *t* test; ns, not significant; \*  $p < 0.05$ ; \*\*\*  $p < 0.001$ .

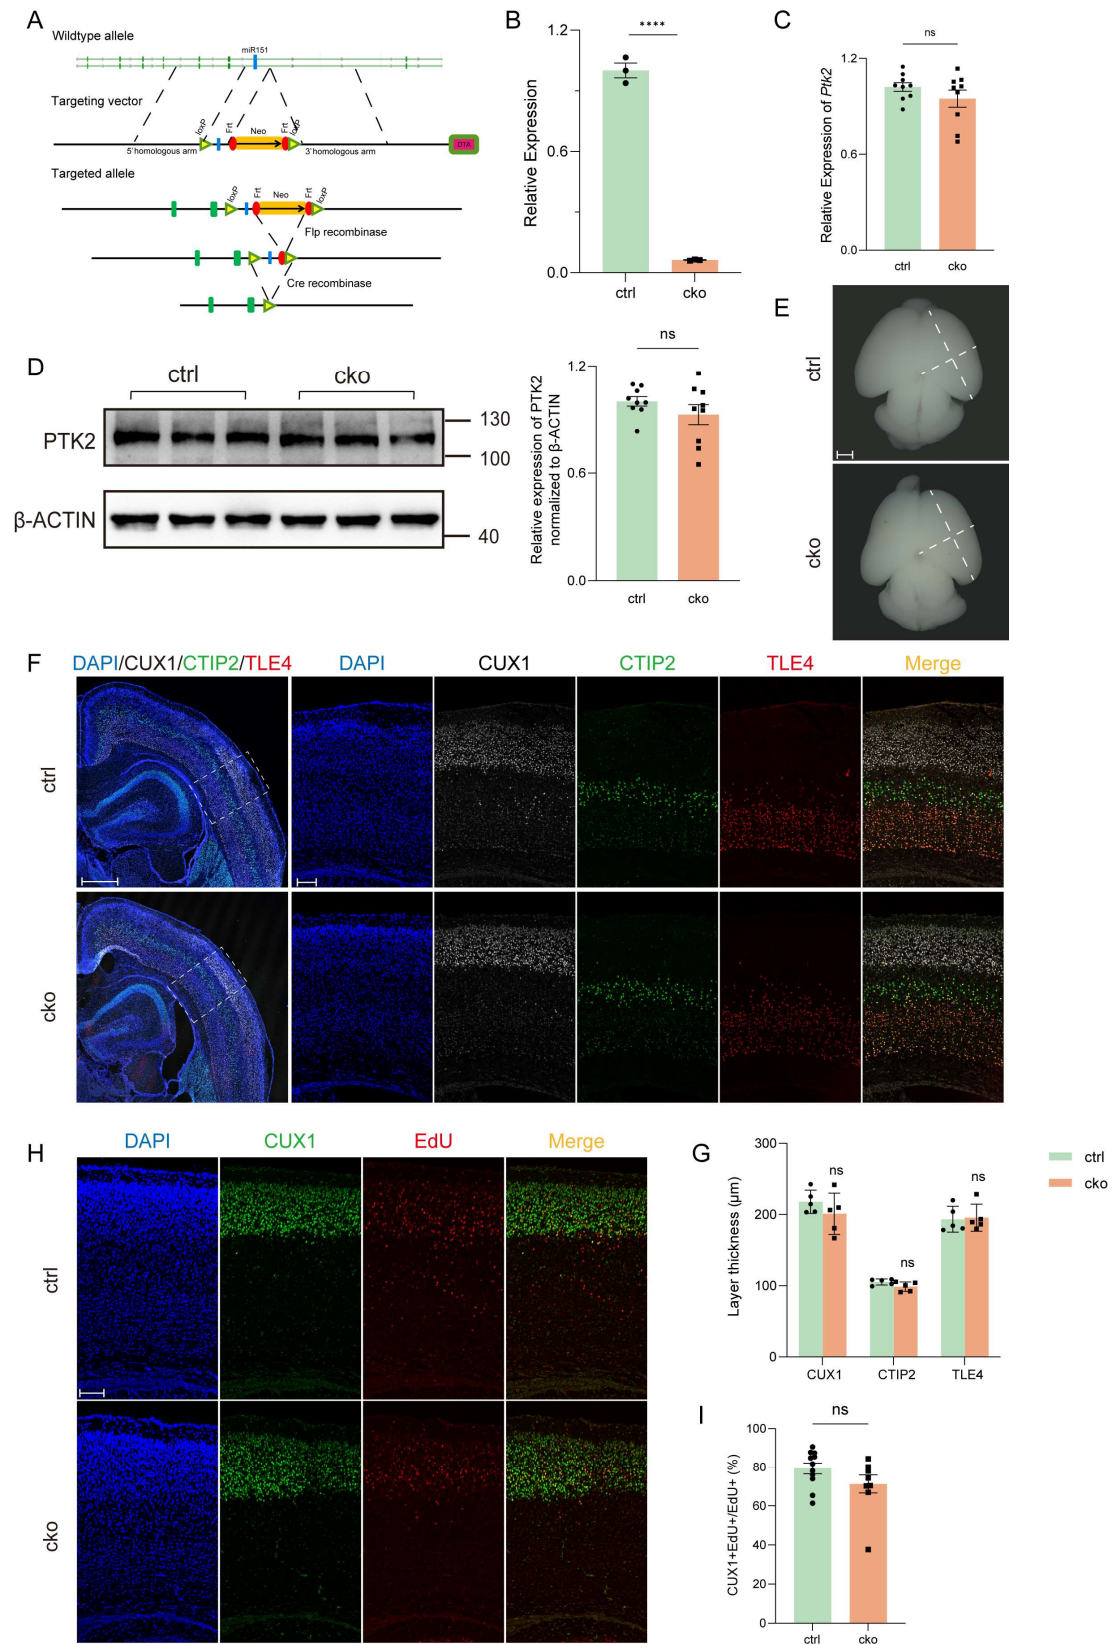

**Supplementary Figure 2.** Knockout miR-151-5p does not affect the construct of the cerebral cortex in postnatal mice.

30 (A) Schematic diagram of the construction strategy of conditional knockout miR-151 mouse, loxP  
31 was inserted on the intron sequence between exons 22 and 23 of *Ptk2* gene.

32 (B) RT-qPCR measurement of miR-151-5p expression level in E14.5 miR-151 cko and ctrl NSC,  
33 n=3 biological replicates.

34 (C) Measurement of *Ptk2* mRNA expression in NSCs derived from E14.5 ctrl and miR-151-cko  
35 littermate mice. n=3 biological replicates.

36 (D) Western blot of PTK2 in NSCs from E14.5 miR-151 cko and ctrl littermate mice.  $\beta$ -ACTIN is  
37 used as a loading control. ImageJ is used to analyze the gray scale of signals.

38 (E) Brain dissection revealed that loss of miR-151 did not affect the dorsal forebrain at P3 mouse.  
39 Scale bar, 1mm.

40 (F) Immunostaining of P3 brain sections derived from miR-151 cko and ctrl littermate mice.  
41 Sections were stained with DAPI and various markers (CUX1, CTIP2, TLE4). White-dotted  
42 rectangles mark comparable regions for magnification.

43 (G) Quantitative analysis of the thickness of different cortical layers, n=5 biological replicates.

44 (H) Immunostaining of P3 brain sections derived from miR-151 cko and ctrl littermate mice.  
45 Sections were stained with DAPI, upper-layer marker CUX1 and EdU labeling.

46 (I) Quantitative analysis of the ratio of CUX1<sup>+</sup>EdU<sup>+</sup> cells in all EdU<sup>+</sup> cells, n=7 biological  
47 replicates.

48 Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM.  
49 Individual data points represent independent biological replicates. Statistical analysis was  
50 performed by unpaired 2-tailed Student's *t* test; ns. not significant; \*\*\*\* *p* < 0.0001.

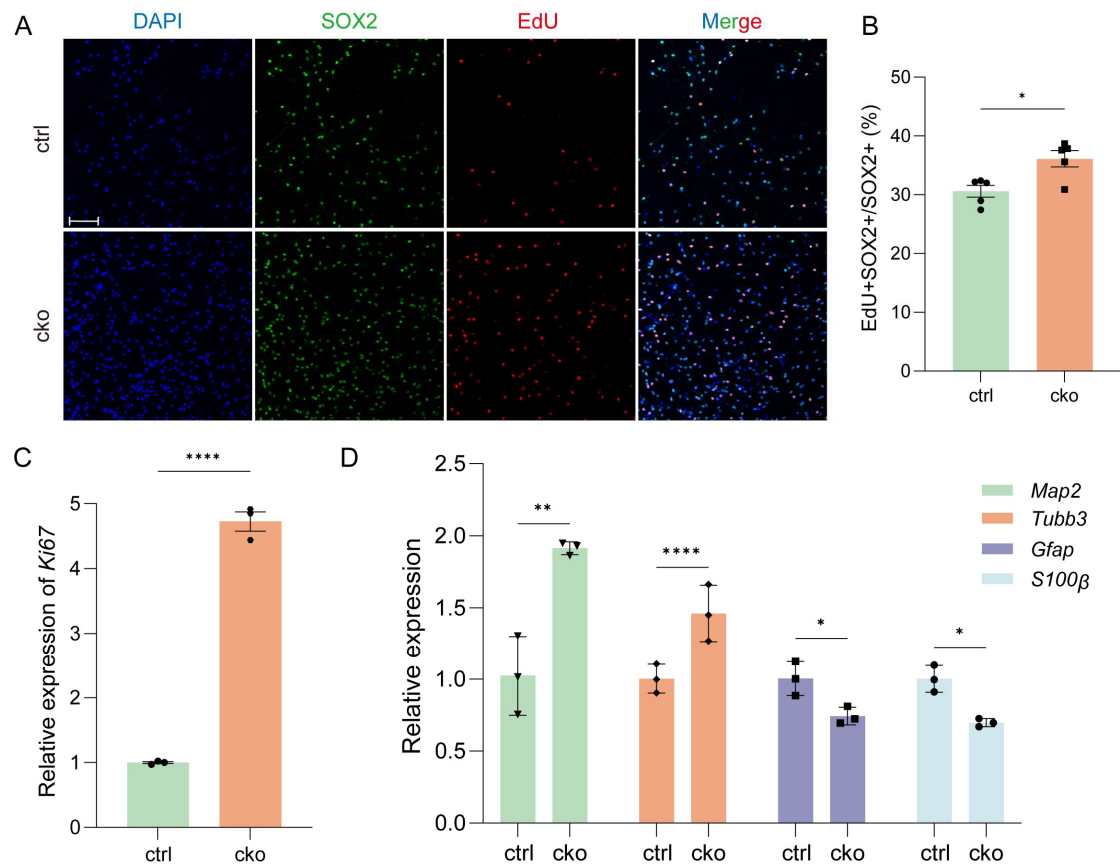

**Supplementary Figure 3.** Knockout miR-151 changes the proliferative ability and

differentiation potential of NSC.

(A) Detection of NSC proliferative ability from E16.5 miR-151 cko and ctrl littermate mice by immunostaining. Scale bar, 100  $\mu$ m.

(B) Quantitative analysis of the ratio of EdU<sup>+</sup>SOX2<sup>+</sup> cells in all SOX2<sup>+</sup> cells, n=5 biological replicates.

(C) Measurement of *Ki67* mRNA expression in NSCs derived from E14.5 ctrl and miR-151-cko littermate mice. n=3 biological replicates.

(D) Measurements of neuron markers (*Map2*, *Tubb3*) and astrocyte markers (*Gfap*, *S100 $\beta$* ) mRNA expression in NSCs derived from E16.5 ctrl and miR-151-cko littermate mice. n=3 biological replicates.

Data are presented as mean  $\pm$  SEM. Individual data points represent independent biological

64 replicates. Statistical analysis was performed by unpaired 2-tailed Student's  $t$  test; \*  $p < 0.05$ ; \*\*  $p$   
65  $< 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$ .

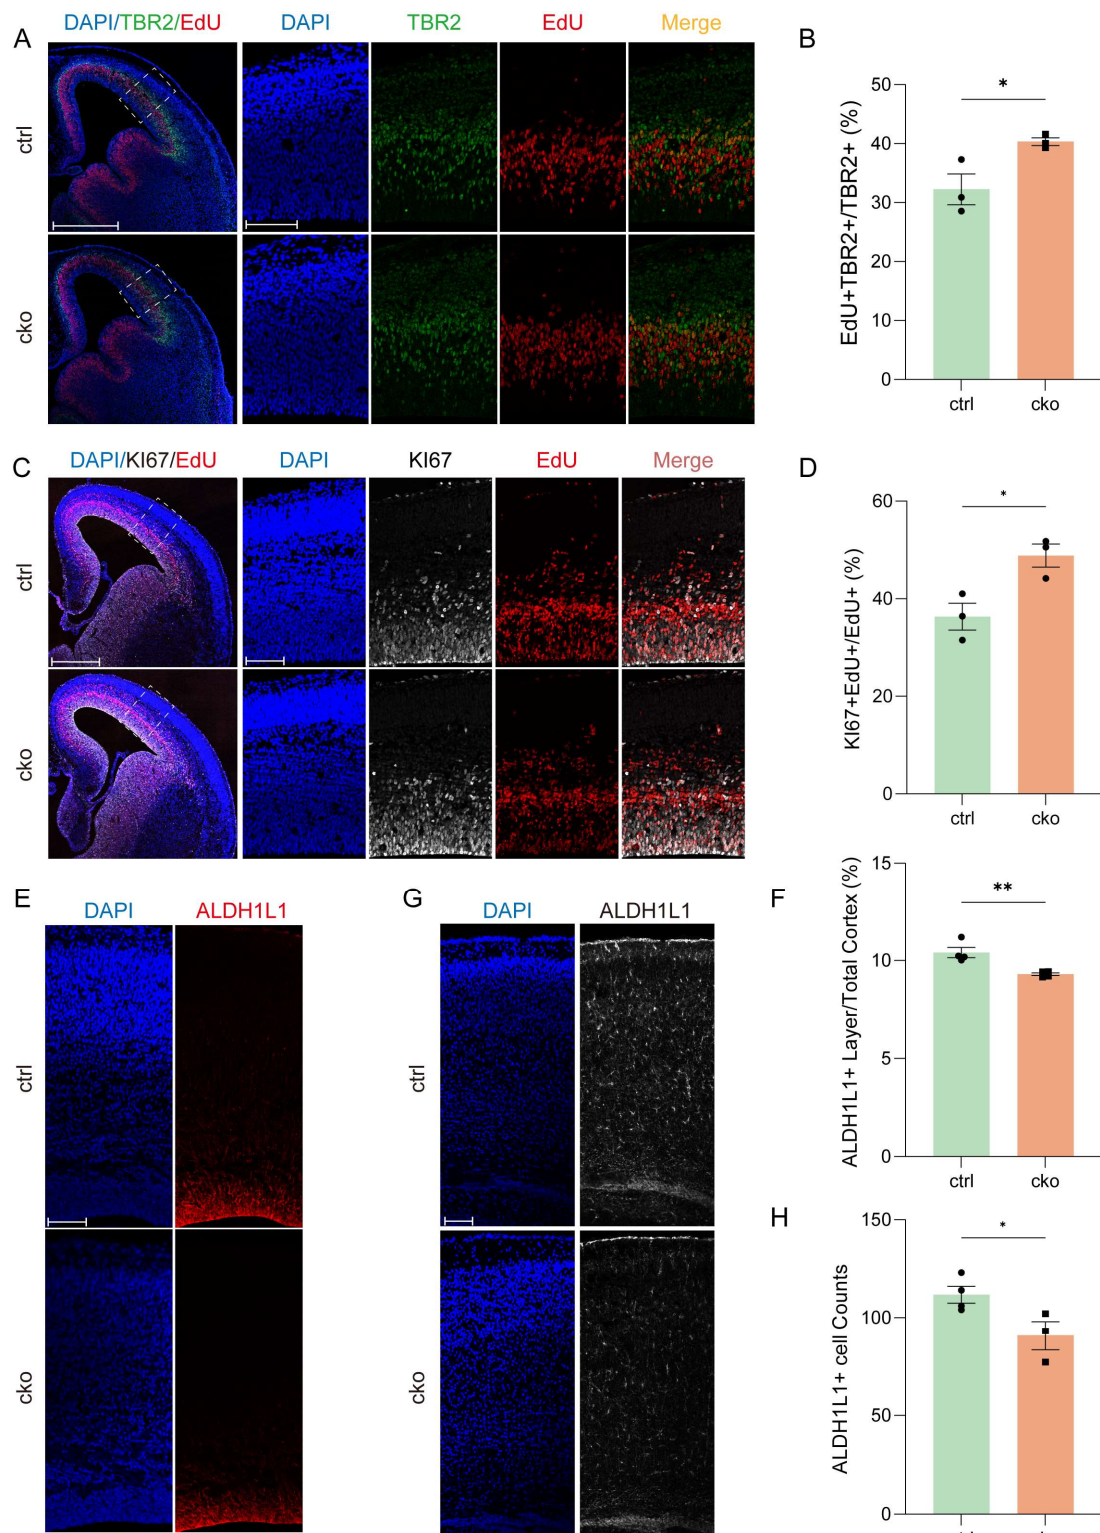

**Supplementary Figure 4. Knockout miR-151 decreases ALDH1L1<sup>+</sup> cells in gliogenesis.**

(A) Immunostaining of E13.5 brain sections derived from miR-151 cko and ctrl littermate mice.

White-dotted rectangles mark comparable regions for magnification.

(B) Quantitative analysis of the ratio of EdU<sup>+</sup>TBR2<sup>+</sup> cells in all TBR2<sup>+</sup> cells, n=3 biological

71 replicates.

72 (C) Immunostaining of E15.5 coronal sections derived from miR-151 cko and ctrl littermate mice.

73 White-dotted rectangles mark comparable regions for magnification.

74 (D) Quantification of the ratio of KI67<sup>+</sup>EdU<sup>+</sup> cells in all EdU<sup>+</sup> cells.

75 (E) Immunostaining of E18.5 coronal sections derived from miR-151 cko and ctrl littermate mice.

76 Sections were stained with DAPI staining and astrocyte marker ALDH1L1.

77 (F) Quantification of the ratio of ALDH1L1<sup>+</sup> layer in total cortex.

78 (G) Immunostaining of P3 coronal sections derived from miR-151 cko and ctrl littermate mice.

79 Sections were stained with DAPI staining and astrocyte marker ALDH1L1.

80 (H) Quantification of the number of ALDH1L1<sup>+</sup> cells.

81 Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM.

82 Individual data points represent independent biological replicates. Statistical analysis was

83 performed by unpaired 2-tailed Student's *t* test, n=3 biological replicates; \**p* < 0.05; \*\**p* < 0.01.

84

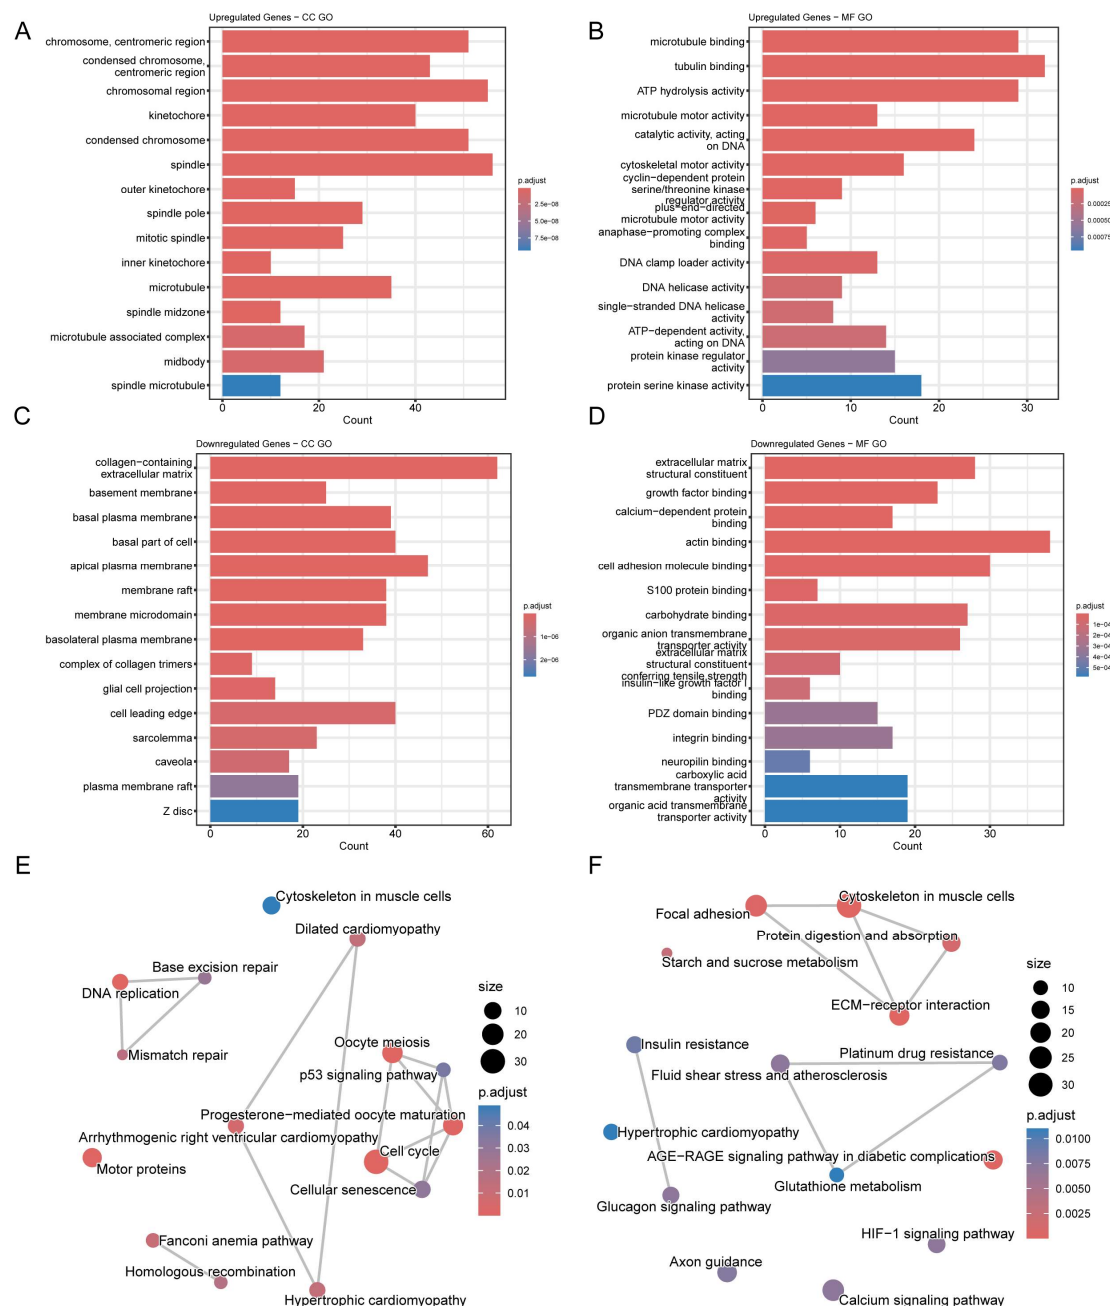

**Supplementary Figure 5.** GO enrichment results and KEGG-Pathway enrichment results in E14.5 miR-151 cko and ctrl NSCs.

(A) The GO enrichment results of cellular components were obtained by using up-regulated genes.

(B) The GO enrichment results of molecular functions were obtained by using up-regulated genes.

(C) The GO enrichment results of cellular components were obtained by using down-regulated genes.

92 (D) The GO enrichment results of molecular functions were obtained by using down-regulated  
93 genes.

94 (E) The enrichment map is used to visualize the correlations between various pathways in the  
95 results of KEGG-Pathway enrichment analysis by using up-regulated genes.

96 (F) The enrichment map is used to visualize the correlations between various pathways in the  
97 results of KEGG-Pathway enrichment analysis by using down-regulated genes.

98 All results were analyzed by using clusterProfiler.

# Supplementary material for: miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients
**Source:** Stem Cell Reports. 2026 May 21;21(6):102927. doi: 10.1016/j.stemcr.2026.102927
**Supplement:** Table S1. Primer list

1 Table S1 Primer List

| Primer List         | Sequence (5'—3')                           |
|---------------------|--------------------------------------------|
| Plasmid primer      | Sequence (5'—3')                           |
| pCIG-miR-151 F      | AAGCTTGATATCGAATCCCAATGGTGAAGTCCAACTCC     |
| pCIG-miR-151 R      | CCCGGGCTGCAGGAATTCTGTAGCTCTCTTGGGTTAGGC    |
| miR-151-5p Sponge F | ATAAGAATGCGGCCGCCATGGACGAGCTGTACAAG        |
| miR-151-5p Sponge R | CCATAATTTTTGGCAGAGG                        |
| pCIG-Aph1a-F        | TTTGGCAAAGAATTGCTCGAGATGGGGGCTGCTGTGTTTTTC |
| pCIG-Aph1a-R        | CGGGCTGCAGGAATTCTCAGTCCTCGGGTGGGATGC       |
| pCBFRE-mcherry-F    | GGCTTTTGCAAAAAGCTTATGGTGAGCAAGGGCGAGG      |
| pCBFRE-mcherry-R    | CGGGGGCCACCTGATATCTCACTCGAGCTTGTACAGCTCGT  |
| qPCR primer         | Sequence (5'—3')                           |
| <i>Ki67</i> -F      | ATCATTGACCGCTCCTTTAGGT                     |
| <i>Ki67</i> -R      | GCTCGCCTTGATGGTTCCT                        |
| <i>Map2</i> -F      | GGTCACAGGGCACCTATTCA                       |
| <i>Map2</i> -R      | TGTTACCTTTCAGGACTGC                        |
| <i>Tubb3</i> -F     | TAGACCCAGCGGCAACTAT                        |
| <i>Tubb3</i> -R     | GTTCCAGGTTCCAAGTCCACC                      |
| <i>Gfap</i> -F      | ACCAGCTTACGGCCAACAG                        |
| <i>Gfap</i> -R      | CCAGCGATTCAACCTTTCTCT                      |
| <i>S100β</i> -F     | TGGTTGCCCTCATTGATGTCT                      |
| <i>S100β</i> -R     | CCCATCCCCATCTTCGTCC                        |
| <i>Ptk2</i> -F      | CCTGCTATGGATTTCGCCTCAG                     |
| <i>Ptk2</i> -R      | TCCACTCCTCTGGTGGGTG                        |
| <i>Gapdh</i> -F     | GTGTTCTACCCCCAATGTGT                       |
| <i>Gapdh</i> -R     | ATTGTCATACCAGGAAATGAGCTT                   |

# Supplementary material for: miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients
**Source:** Stem Cell Reports. 2026 May 21;21(6):102927. doi: 10.1016/j.stemcr.2026.102927
**Supplement:** Document S2. Article plus supplemental information

# miR-151-5p regulates neural stem cell fate by targeting APH1A to modulate Notch signaling gradients

Xinrun Wang,<sup>1,3</sup> Li Li,<sup>2,3</sup> Zhuo Chen,<sup>1</sup> Yi Zeng,<sup>1</sup> Pengcheng Shu,<sup>1</sup> Lin Hou,<sup>1</sup> Bin Yin,<sup>1</sup> Wei Liu,<sup>1,\*</sup> and Xiaozhong Peng<sup>1,2,4,\*</sup>

<sup>3</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2026.102927>

## SUMMARY

The precise regulation of neural stem cell (NSC) fate is fundamental to neocortical development. MicroRNAs (miRNAs) are critical post-transcriptional regulators in this process, yet the functions of many remain unknown. Here, we found miR-151-5p is expressed in NSCs of the developing mouse cerebral cortex. Conditional knockout of miR-151-5p increased SOX2 expression in NSCs and enhanced their proliferative capacity. Mechanistically, we identified APH1A, a core subunit of the  $\gamma$ -secretase complex, as a direct target of miR-151-5p. Notably, overexpression of APH1A phenocopied the effects of miR-151-5p knockout, promoting NSC proliferation by elevating NICD levels. These findings demonstrate that miR-151-5p biases NSC fate specification by targeting APH1A to modulate the Notch signaling pathway, thereby fine-tuning the balance between NSC maintenance and differentiation. In summary, our study unveils a novel miR-151-5p/APH1A/Notch signaling axis that governs NSC fate, adding a critical layer of post-transcriptional regulation to our understanding of mammalian neocortical development.

## INTRODUCTION

The mammalian neocortex possesses a complex and highly organized six-layered structure, formed by the precise arrangement of diverse neuronal subtypes (Jorstad et al., 2023; Lewis et al., 2021; Wang et al., 2025). The establishment of this intricate architecture is contingent upon the strict regulation of key biological events during cortical development, including neural stem cell (NSC) proliferation, neuronal migration, and differentiation (Götz and Huttner, 2005; Kalogeropoulou et al., 2019). Central to this process is the dynamic regulation of NSCs, which exhibit the capacity for both self-renewing symmetric divisions to maintain the progenitor pool, and asymmetric divisions to generate neurons and intermediate progenitors (Gal et al., 2006; Hippenmeyer, 2023; Kirwan et al., 2015; Rosebrock et al., 2022; Yale et al., 2023).

The stemness maintenance of NSCs is regulated by multiple molecular mechanisms, including core transcription factors (SOX2, PAX6, and HES5), epigenetic regulators (PRCs, MLL family, histone deacetylases, DNA methylation/demethylation, and non-coding RNAs), and the Notch signaling pathway (NOTCH receptors, DELTA ligands, and NUMB) (Fenoglio et al., 2013; Ma et al., 2023; Masui et al., 2007; Mohamed Ariff et al., 2012; Sansom et al., 2009; Shimojo et al., 2008). Among these, the Notch signaling pathway

plays a central and indispensable role in maintaining the stemness of NSCs. It ensures the stability of the NSC pool and their self-renewal capacity by inhibiting the premature differentiation into neurons and glial cells (Fiddes et al., 2018; McLaren and Butts, 2025). Within the VZ, Notch activity forms a gradient that is high apically and low basally. High apical Notch signaling maintains the proliferative, undifferentiated state of NSCs, whereas exposure to lower basal Notch signaling prompts cell cycle exit and neuronal differentiation (Del Bene et al., 2008; Liu et al., 2023). This interplay forms a spatiotemporal regulatory loop crucial for balancing proliferation and differentiation.

Within this complex regulatory network, microRNAs (miRNAs) have emerged as pivotal post-transcriptional regulators (Di Bella et al., 2021; Telley et al., 2019). As small, 19–22 nucleotide non-coding RNAs, miRNAs control gene expression by mediating mRNA degradation or translational inhibition (Bartel, 2009). Moreover, they represent a critical layer of regulatory precision ensuring the proper orchestration of NSC fate determination, cell cycle progression, and neuronal migration (Ma et al., 2019; Sun and Shi, 2015; Yapijakis, 2020).

A previous screen from our laboratory examining miRNA expression profiles during mouse cortical development identified that miR-151-5p is localized to NSC in the ventricular zone (VZ), prompting further investigation (Shu et al.,

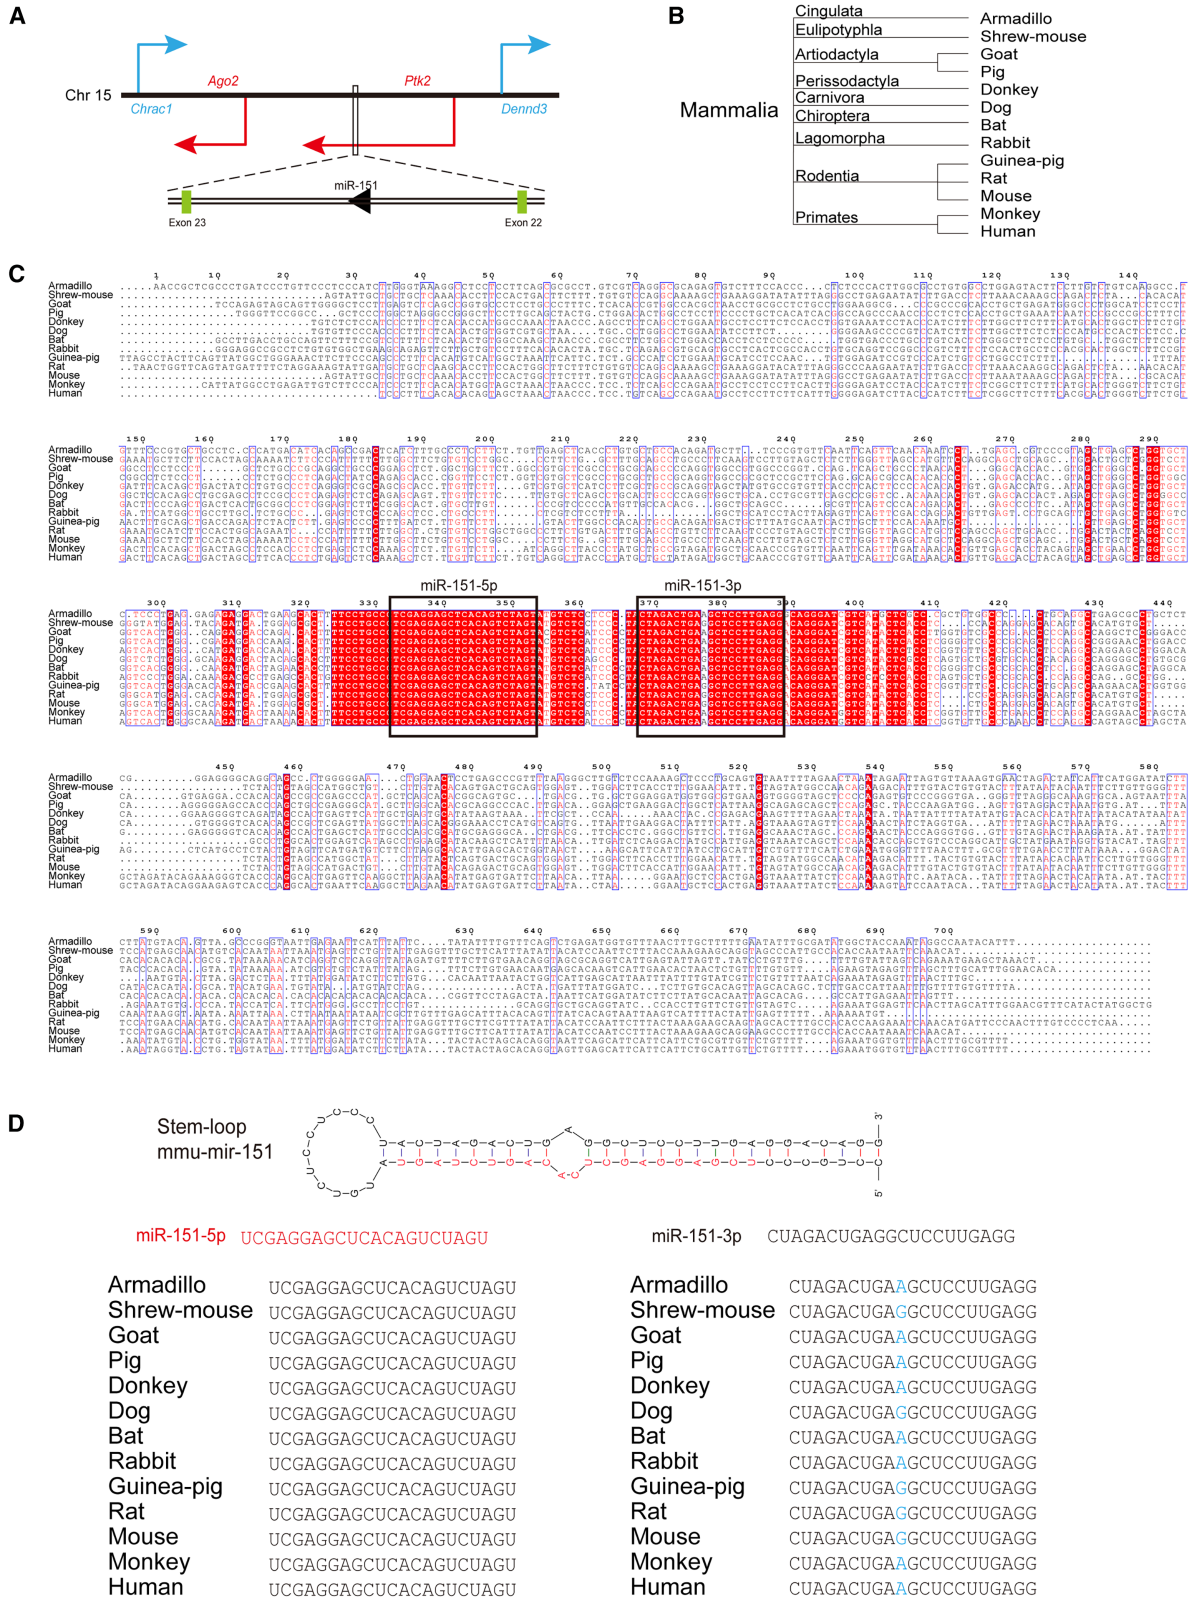

(legend on next page)

2019a). While miR-151-5p has been implicated in various tumors and non-tumor diseases, its role in neurodevelopment remained uncharacterized (Chen et al., 2017; Ding et al., 2010; Huang et al., 2024). Here, we show that miR-151-5p is expressed in NSCs and regulates their proliferation and differentiation. Mechanistically, we identify APH1A, a core subunit of the  $\gamma$ -secretase complex, as a direct target of miR-151-5p. APH1A is crucial for maintaining  $\gamma$ -secretase complex stability and ensuring the correct folding and localization of Presenilin (Sun et al., 2015; Tolia and De Strooper, 2009; Yang et al., 2021). Our findings reveal that by targeting APH1A, miR-151-5p modulates Notch signaling, thereby influencing the balance between NSC proliferation and differentiation during cortical development.

In summary, our research not only elucidates the potential functional mechanism of miR-151-5p in maintaining NSC stemness and regulating differentiation, but also provides crucial evidence for exploring novel regulatory pathways governing the Notch signaling pathway and the cell cycle coordination in the mammalian neocortex.

## RESULTS

### The sequence of miR-151-5p is highly conserved across species

Our previous screen of miRNAs during mouse cortical development detected miR-151-5p expression in VZ NSCs. Analysis of NCBI and Ensembl databases localized the miR-151 locus within the intron spanning exons 22–23 of the *Ptk2* gene (Figure 1A). In addition, we found miR-151 is expressed exclusively in Mammalia. By categorizing and summarizing all species in the database, we selected 13 species from 9 different orders for sequence alignment analysis (Figure 1B). The results showed that miR-151 exhibits high evolutionary conservation across all mammals. However, the 600 bp region (300 bp upstream and 300 bp downstream) within the intron of its host gene *Ptk2* is not conserved, suggesting the specific functional importance of miR-151 (Figure 1C). The miR-151 precursor folds into a stem-loop structure, which undergoes Dicer-mediated cleavage to yield two mature miRNAs: miR-151-5p (from the 5'

arm) and miR-151-3p (from the 3' arm). Sequence comparison demonstrated perfect conservation of miR-151-5p across all examined species, whereas miR-151-3p exhibited a single-nucleotide substitution (Figure 1D). This evolutionary constraint implies essential biological roles for miR-151-5p in neural development.

### miR-151-5p modulates NSC migration without altering cortical lamination

To further investigate miR-151-5p's function in neural development, we utilized the pCIG vector to construct miR-151 overexpression and knockdown plasmids (Figure S1A). Given that *in utero* electroporation (IUE) is widely adopted in neural development studies for ectopic expression, we performed short-term IUE (E13.5–E15.5) to assess the effects of *in vivo* miR-151-5p overexpression. In the miR-151-5p overexpression group, anatomical quantification revealed a significant shift in cell distribution: the proportion of EGFP<sup>+</sup> cells was reduced in the Ventricular/Subventricular Zone (VZ/SVZ) but significantly increased in the Intermediate Zone (IZ) compared to controls (Figures 2A and 2B). To determine whether this phenotype resulted from altered migration kinetics or changes in cell fate, we performed immunostaining for the progenitor markers PAX6 and TBR2, and the neuronal marker NEUROD2. Quantitative analysis showed that miR-151-5p overexpression significantly decreased the proportion of EGFP<sup>+</sup> cells co-expressing PAX6 or TBR2, while increasing the fraction of NEUROD2<sup>+</sup> neurons (Figures 2C and S1B–S1E). This suggests that the depletion of cells from the VZ/SVZ and their accumulation in the IZ is driven by premature neurogenesis, where progenitors exit the cell cycle early and differentiate into neurons. Meanwhile, the total number of EGFP<sup>+</sup> cells showed no significant difference between the overexpression and control groups (Figures S1F and S1G), ruling out overt cell death or massive proliferation defects as the primary cause of this phenotype. Consistent results were obtained using a genomically integrable PB-pCIG-151 plasmid in E13.5–E16.5 IUE experiments (Figures S1H and S1I).

We next constructed a miR-151-5p Sponge plasmid (pCIG-based) and delivered it via E13.5–15.5 IUE to

### Figure 1. The sequence of miR-151-5p is highly conserved across species

- (A) The relative positions of mmu-miR-151 in the *Chrcl-Dennd3* region are shown. Blue genes (*Chrcl* and *Dennd3*) indicate forward transcription, and red genes (*Ago2* and *Ptk2*) indicate reverse transcription. mmu-miR-151 is in the intron sequence between exons 22 and 23 of the *Ptk2* gene.
- (B) The phylogenetic analysis of species expressing miR-151. Summary of miR-151-expressing species from the Ensembl database revealed its exclusive expression in mammals, encompassing nine orders. Thirteen species from these orders were selected for sequence alignment analysis.
- (C) Comparative analysis across species revealed that the mature miR-151 sequence was conserved, whereas the flanking 600 bp region in the *Ptk2* intron was not.
- (D) The sequence alignment reveals that miR-151-5p is perfectly conserved across species, while miR-151-3p shows only a single-nucleotide variation.

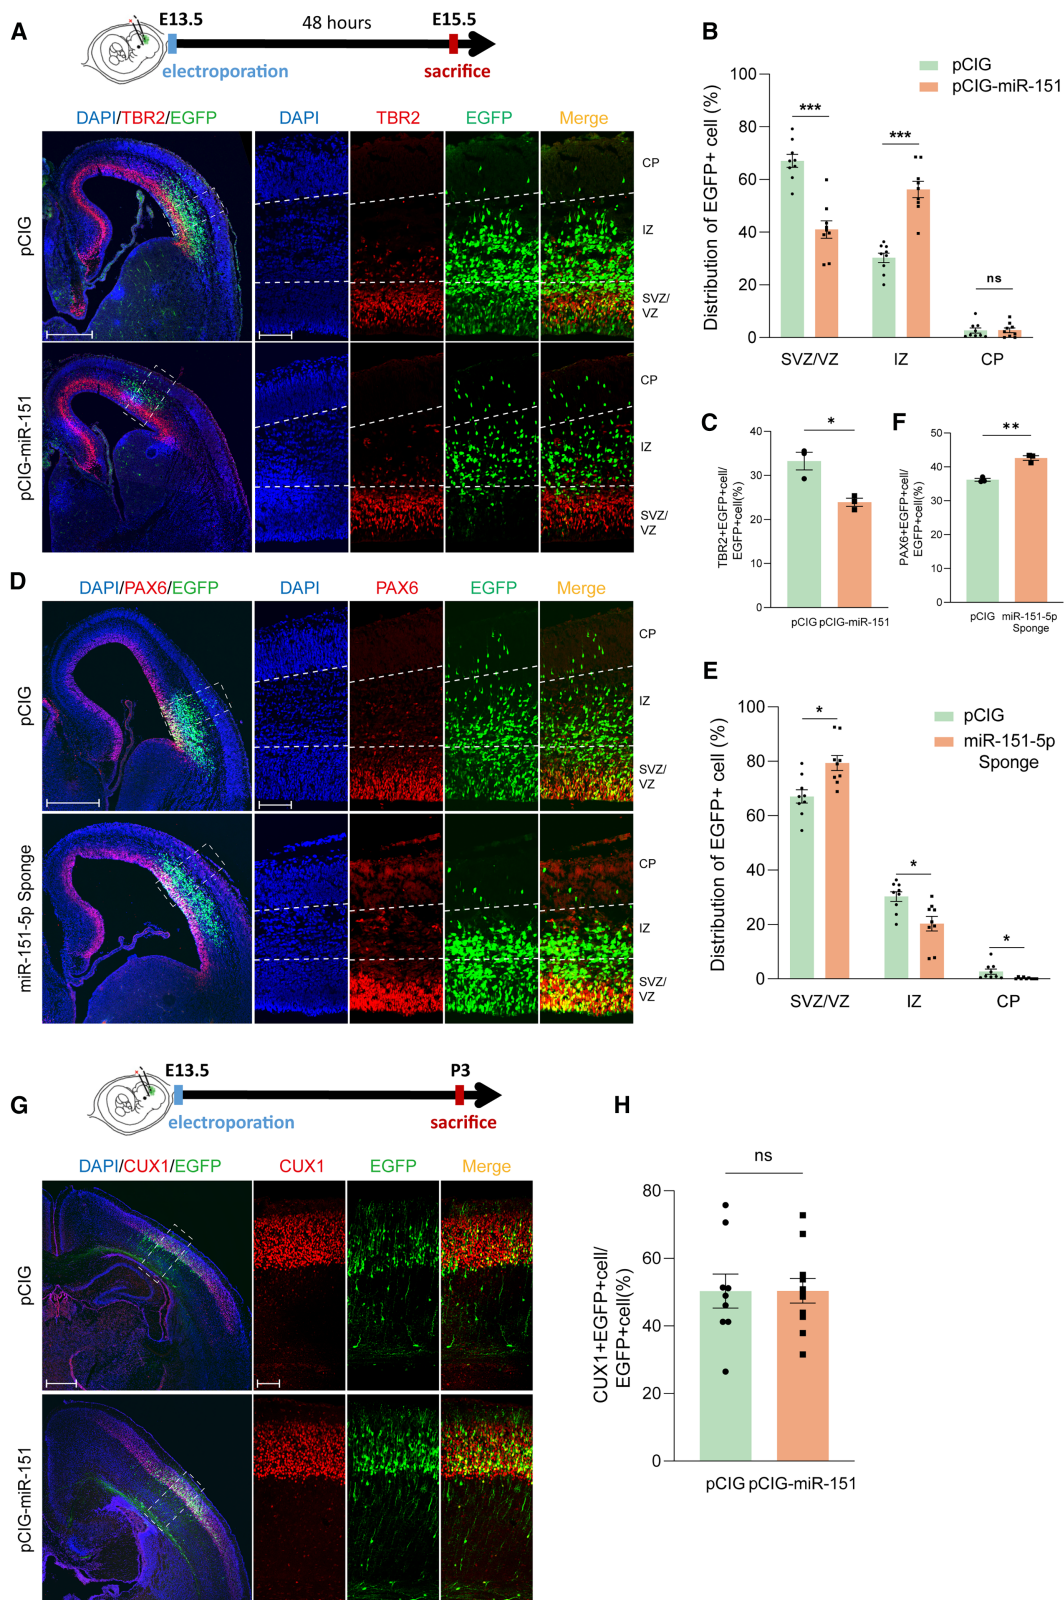

(legend on next page)

knockdown miR-151-5p. Knockdown resulted in significant accumulation of EGFP<sup>+</sup> cells in the VZ/SVZ (Figures 2D and 2E). Co-labeling analysis revealed that these retained cells maintained high levels of PAX6 and TBR2 expression, with a concurrent reduction in NEUROD2<sup>+</sup> neurons (Figures 2F and S1J–S1N). This indicates that the downregulation of miR-151-5p prevents progenitors from exiting the germinal zone, leading to a blockade in neuronal differentiation and the maintenance of the progenitor state.

To determine whether these migration effects alter final cortical lamination, we conducted long-term IUE (E13.5–P3). Neurons labeled at E13.5 typically populate cortical layers II–IV and express the layer marker CUX1. Quantification of CUX1<sup>+</sup> EGFP<sup>+</sup> cell proportions showed no significant differences in laminar distribution (Figures 2G and 2H). Thus, while miR-151-5p modulates NSC differentiation, it does not affect the ultimate laminar organization of the cerebral cortex.

#### Conditional knockout of miR-151-5p enhances NSC stemness and proliferative capacity

Based on prior findings, we generated miR-151 knockout mice by flanking the miR-151 locus with *loxP* sites within the intron spanning exons 22–23 of the *Ptk2* gene (Figure S2A). Crossing these mice with Emx1-IRES-Cre drivers (expressing Cre recombinase in dorsal telencephalon) yielded conditional knockouts (cko: fl/fl, cre+). RT-qPCR confirmed significantly reduced miR-151-5p expression in cko NSC versus control (ctrl, fl/fl; Cre-negative), validating successful knockout (Figure S2B). Meanwhile, we also assessed the expression of the host gene *Ptk2* to rule out potential *cis*-effects. RT-qPCR and western blot analyses demonstrated that miR-151 ablation did not alter *Ptk2* mRNA or protein levels (Figures S2C and S2D).

Morphometric analysis of P3 brains revealed no significant differences in cortical lamination or thickness be-

tween genotypes, as assessed by layer-specific markers: CUX1 (layers II–IV), CTIP2 (layer V), and TLE4 (layer VI) (Figures S2C and S2E). Furthermore, EdU pulse labeling at E14.5 followed by fate analysis at P3 showed unchanged proportions of CUX1<sup>+</sup>EdU<sup>+</sup> neurons in cko mice (Figures S2F and S2G), indicating unaltered neuronal fate specification.

To investigate cell-autonomous functions, we isolated primary NSCs from E14.5 ctrl and cko embryos. cko NSCs exhibited significantly enhanced neurosphere formation (Figures 3A–3C) and elevated SOX2 protein expression (Figure 3D), indicating potentiated stemness. Combined EdU/immunofluorescence assays further demonstrated increased proliferation (SOX2<sup>+</sup>EdU<sup>+</sup> cells) (Figures 3E, 3F, S3A, and S3B) and shifted differentiation potential, with reduced GFAP<sup>+</sup> astrocytes and increased MAP2<sup>+</sup> neurons in cko cultures (Figures 3G–3I). These findings were corroborated by RT-qPCR (Figures S3C and S3D), collectively indicating that miR-151-5p deletion enhances NSC proliferative capacity and alters differentiation trajectories.

#### miR-151-5p deletion accelerates NSC proliferation via S-phase shortening

While miR-151-5p knockout is known to alter NSC proliferation and differentiation *in vitro*, its *in vivo* functions during cortical development remained undefined. To address this, we assessed proliferative capacity in NSCs from E13.5 ctrl and cko dorsal cortex using 30 min EdU labeling combined with SOX2 immunofluorescence (Figure 4A). cko mice exhibited a significantly increased proportion of SOX2<sup>+</sup>EdU<sup>+</sup> cells (Figure 4B), indicating enhanced NSC proliferation. Concurrently, TBR2 staining revealed altered differentiation dynamics post-knockout (Figures S4A and S4B). BrdU/EdU dual-pulse labeling was employed to dissect cell cycle changes (Figure 4C). Quantification of BrdU<sup>+</sup> EdU<sup>+</sup> (S-phase) and BrdU<sup>+</sup> EdU<sup>−</sup> (post-S-phase) populations using established cell cycle

#### Figure 2. miR-151-5p modulates NSC differentiation without altering cortical lamination

(A) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or miR-151-OE plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.  
(B) Quantitative analysis of the distribution of EGFP<sup>+</sup> cells after dividing the neocortex into three parts (SVZ/VZ, IZ, CP), *n* = 9 biological replicates.  
(C) Quantification of the ratio of TBR2<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.  
(D) Immunostaining of E15.5 brain sections electroporated with control (pCIG) or miR-151-5p Sponge plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.  
(E) Quantitative analysis of the distribution of EGFP<sup>+</sup> cells after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP) (*n* = 9 biological replicates).  
(F) Quantification of the ratio of PAX6<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.  
(G) Immunostaining of P3 brain sections electroporated with control or miR-151 plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.  
(H) Quantitative analysis of the ratio of CUX1<sup>+</sup>EGFP<sup>+</sup> cells in all CUX1<sup>+</sup> cells. Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student's *t* test; ns, not significant; \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001.

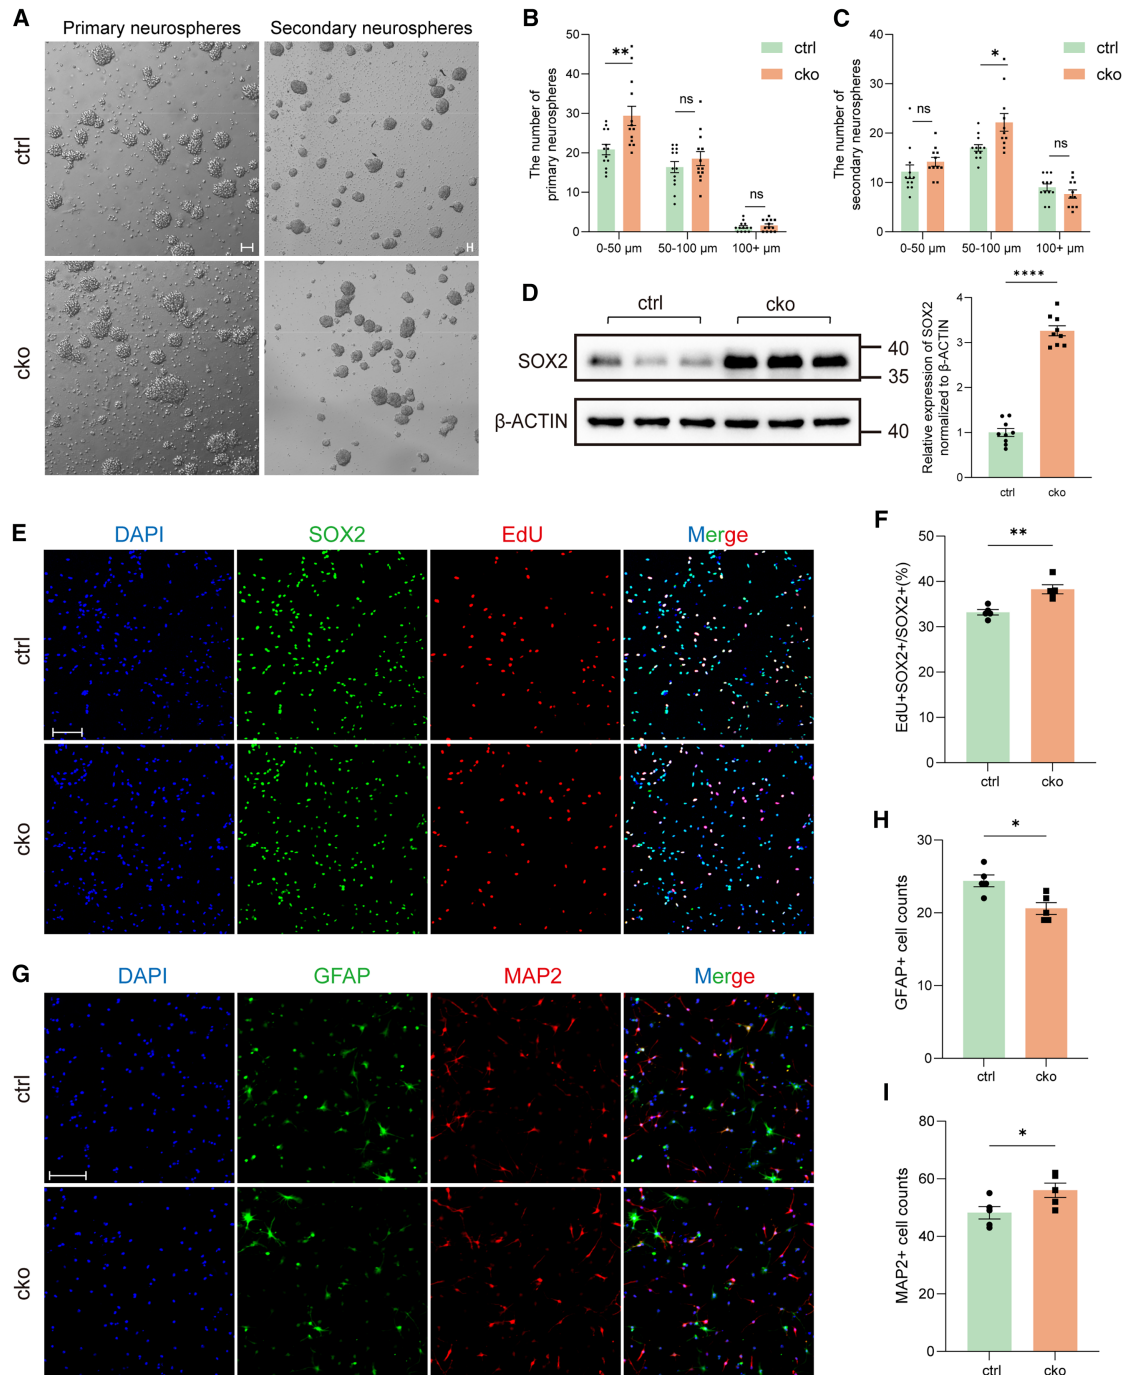

**Figure 3. Conditional knockout of miR-151-5p enhances NSCs proliferative capacity and changes their differentiation potential** (A–C) Representative images and quantification of NSC neurospheres (primary and secondary passage) derived from E14.5 miR-151 cko and ctrl littermate mice. X axis: neurosphere radius ( $\mu\text{m}$ ). Y axis: number of neurospheres. Scale bars, 50  $\mu\text{m}$ . (D) Western blot of stemness marker (SOX2) in NSCs from E14.5 miR-151 cko and ctrl littermate mice.  $\beta$ -ACTIN is used as a loading control. ImageJ is used to analyze the gray scale of signals. (E) Detection of NSC stemness from E14.5 miR-151 cko and ctrl littermate mice by immunostaining. (F) Quantitative analysis of the ratio of EdU<sup>+</sup>SOX2<sup>+</sup> cells in all SOX2<sup>+</sup> cells,  $n = 5$  biological replicates.

(legend continued on next page)

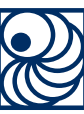

formulae demonstrated specific shortening of S-phase duration in cko NSCs, with unchanged G1/G2/M phases (Figures 4D and 4E). This suggests that accelerated proliferation stems from reduced DNA replication time.

Subsequently, we designed a “short-term” birthdating BrdU incorporation experimental protocol to assess neurogenesis during a short time window of 1 day. NSC that had entered the cell cycle within a 24-h period was labeled with EdU, while actively proliferating cells were identified by KI67 staining. The results of E13.5–14.5 EdU labeling (Figures 4F and 4G) and E14.5–15.5 EdU labeling (Figures S4C and S4D) all showed an increased proportion of KI67<sup>+</sup>EdU<sup>+</sup> cells in the cko group, suggesting the NSC proliferative capacity was enhanced. Cortical development involves sequential neurogenic and gliogenic phases. To assess gliogenesis, we quantified ALDH1L1<sup>+</sup> astrocytes in cko mice at E18.5 and P3. Both time points revealed reduced astrocyte production (Figures S4E–S4H). Combined with prior *in vitro* data, these results demonstrate impaired astrocytic differentiation capacity following miR-151-5p deletion.

#### miR-151-5p regulates NSC proliferation via targeting APH1A/NICD axis

Building on our prior findings that miR-151-5p modulates NSC proliferation and differentiation, we investigated its regulatory mechanism. Multi-database miRNA target prediction consistently identified *Aph1a* as a top candidate (Figure 5A). To validate this interaction, we cloned the *Aph1a* 3'UTR downstream of the Renilla luciferase gene in the psiCHECK-2 vector. Transfection with miR-151-5p mimics resulted in a significant reduction in Renilla luciferase activity (Figure 5B), confirming that miR-151-5p directly targets the *Aph1a* 3'UTR to repress gene expression. Concordantly, western blot revealed elevated APH1A protein levels in E14.5 cko NSCs (Figure 5C), confirming miR-151-5p-mediated repression of APH1A. To functionally link APH1A to neural development, we overexpressed APH1A via E13.5 IUE. At E16.5, APH1A-overexpressing embryos exhibited increased cell retention in the VZ and reduced migration to the cortical plate (CP) (Figures 5D–5F), phenocopying miR-151-5p knockdown effects.

Given APH1A as a core subunit of  $\gamma$ -secretase—an aspartyl protease complex critical for Notch activation via NICD release (Yang et al., 2019; Zhou et al., 2019), we assessed pathway activity. Western blot showed elevated SOX2 and NICD protein levels in cko NSC (Figure 5G). Using a CBFRE-mcherry Notch activity reporter (Bultje et al.,

2009; Mizutani et al., 2007), we observed intensified mcherry signals restricted to the VZ upon APH1A overexpression (Figures 5H–5J), indicating enhanced Notch activation. This demonstrates that APH1A amplifies Notch signaling to sustain NSC stemness and proliferation within the VZ.

#### Transcriptomic profiling reveals miR-151-5p orchestrates cell cycle and gliogenesis in NSCs

To elucidate genome-wide molecular mechanisms underlying neural developmental defects upon miR-151-5p deletion, we performed RNA-seq on NSCs isolated from miR-151 cko and ctrl littermates. Differential expression analysis (DESeq2;  $|\log_2FC| > 0.9$ ,  $p$  value  $< 0.01$ ) identified 504 up-regulated and 915 down-regulated genes (Figure 6A). GO enrichment analysis (clusterProfiler) revealed that up-regulated genes were significantly enriched for cell division and cell cycle biological processes, while down-regulated genes clustered in gliogenesis and neurogenesis regulation (Figures 6B and 6C). Corresponding enrichments were observed in cellular component and molecular function terms (Figures S5A–S5D). KEGG pathway analysis further demonstrated up-regulated gene enrichment in cell cycle pathways, whereas down-regulated genes implicated cytoskeleton and cell adhesion pathways (Figures 6D and 6E; visualized in Figures S5E and S5F). These transcriptomic signatures robustly corroborated our functional data on NSC proliferation and differentiation defects.

#### miR-151-5p impacts adult mouse memory ability by targeting APH1A and is associated with Alzheimer's disease

As a core  $\gamma$ -secretase subunit, APH1A mediates both NOTCH cleavage and amyloid-beta (A $\beta$ ) processing—a key pathway in Alzheimer's disease (AD) pathogenesis. To determine whether the functional abnormalities observed in NSCs during embryonic development translate into long-term functional deficits in adulthood, we performed contextual fear conditioning on 8-week-old male mice. Emx1-miR-151 cko mice exhibited significantly reduced freezing duration versus controls (Figure 7A), indicating impaired fear memory—a deficit consistent with AD phenotypes (Forner et al., 2021; Jahn, 2013). Post-behavioral validation confirmed sustained miR-151-5p downregulation (Figure 7B) and APH1A elevation (Figure 7C) in cko brains. Furthermore, we analyzed *Aph1a* expression in the prefrontal cortex of normal individuals and AD patients

(G) Detection of NSC differentiation potential from E16.5 miR-151 cko and ctrl littermate mice by immunostaining.

(H and I) Quantitative analysis of the number of GFAP<sup>+</sup> and MAP2<sup>+</sup> cells,  $n = 5$  biological replicates. Scale bars, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student's  $t$  test; ns, not significant; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.0001$ .

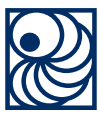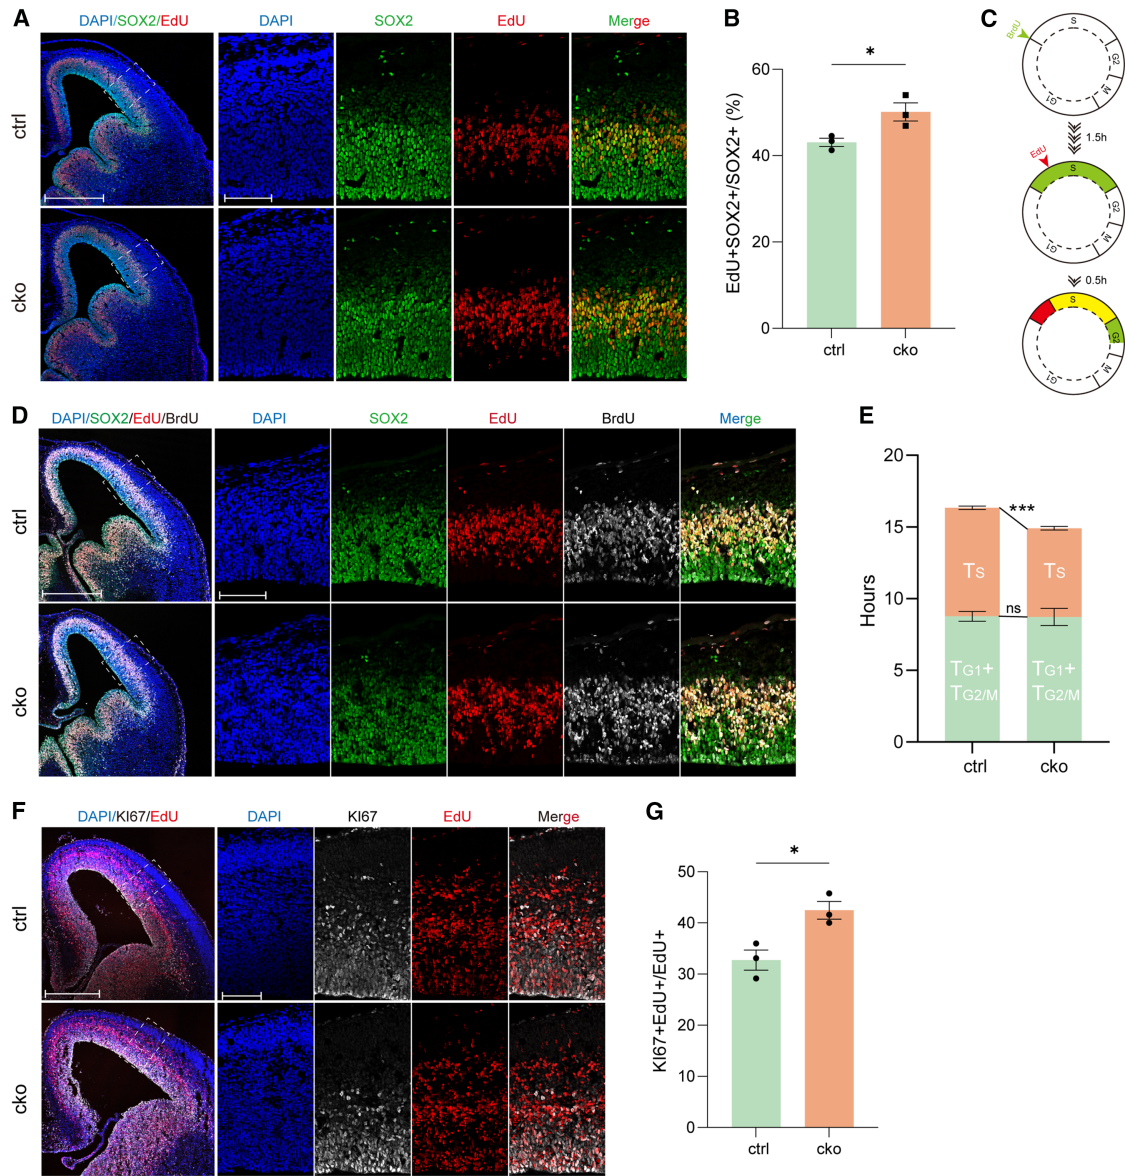

**Figure 4. miR-151-5p deletion accelerates NSC proliferation via S-phase shortening**

(A) Immunostaining of E13.5 brain sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification.

(B) Quantitative analysis of the ratio of EdU<sup>+</sup>SOX2<sup>+</sup> cells in all SOX2<sup>+</sup> cells.

(C) Scheme of the experimental analysis of the cell cycle.

(D) Immunostaining of E13.5 coronal sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification.

(E) Quantification of NSCs in different phases of the cell cycle in the neocortex of ctrl and cko mice.

(F) Immunostaining of E14.5 coronal sections derived from miR-151 cko and ctrl littermate mice. White-dotted rectangles mark comparable regions for magnification.

(G) Quantification of the ratio of KI67<sup>+</sup>EdU<sup>+</sup> cells in all EdU<sup>+</sup> cells. Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student's *t* test, *n* = 3 biological replicates; ns, not significant; \**p* < 0.05; \*\*\**p* < 0.001.

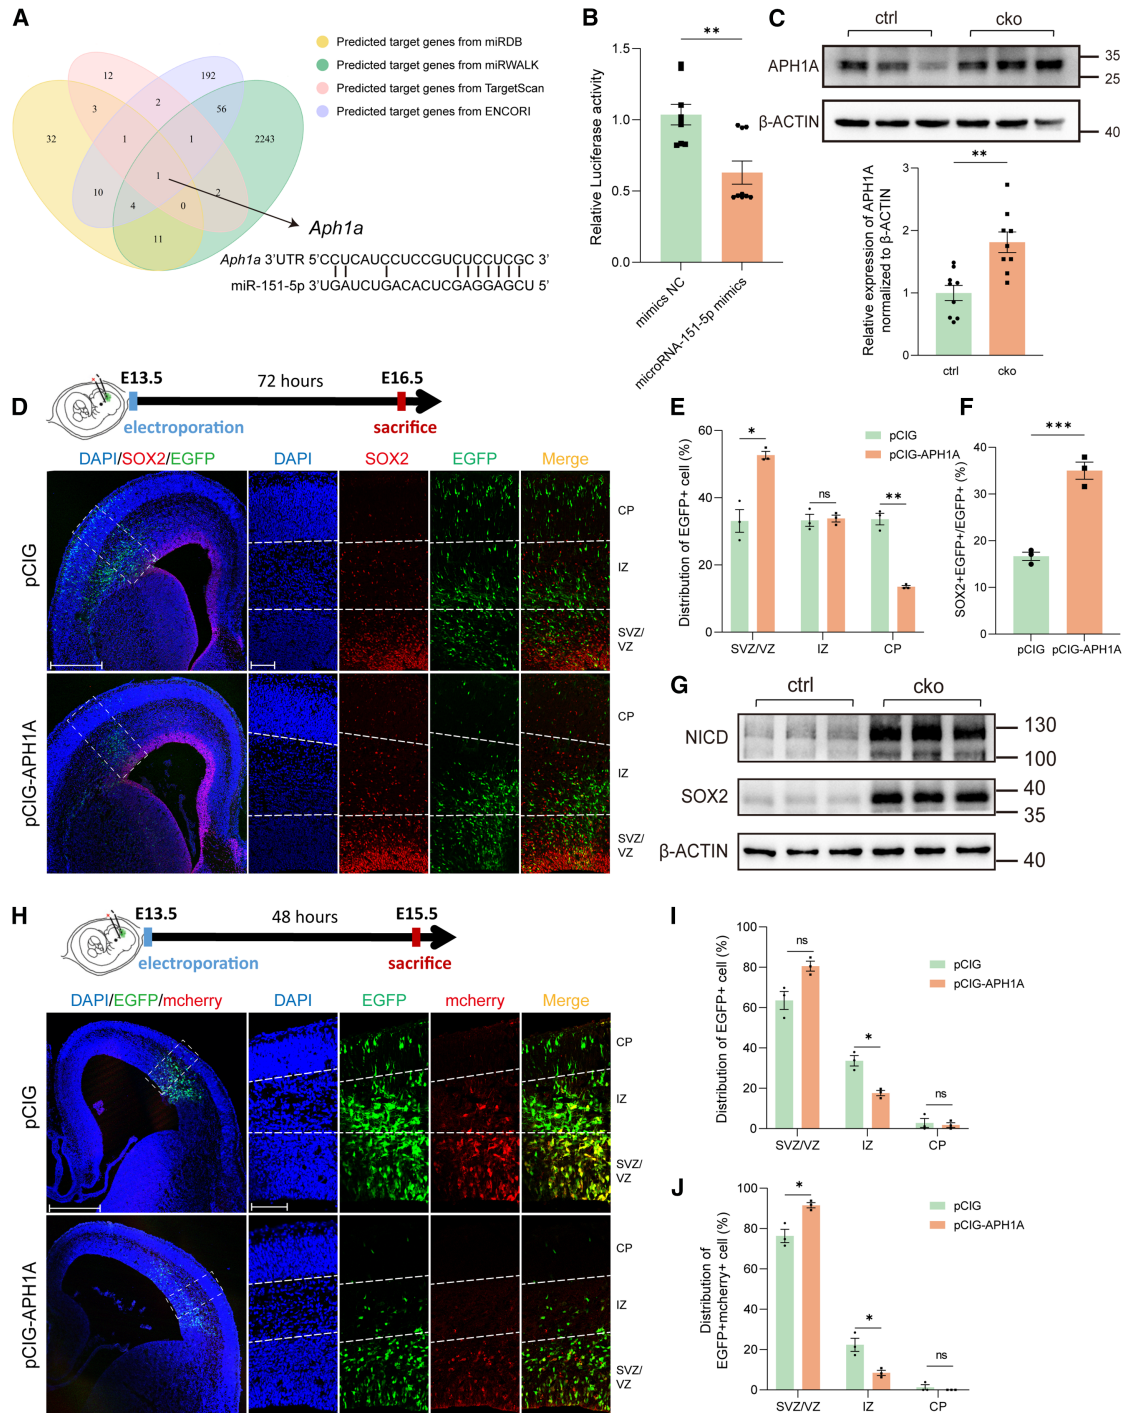

**Figure 5. miR-151-5p regulates NSC proliferation via targeting APH1A/NICD axis**

(A) Screening for downstream targets of miR-151-5p by four miRNA database and the intersection analysis identified the *Aphi1a*.

(B) Measurements of luciferase activity after transfection with miR-151 mimics and control.

(C) Western blot of APH1A in NSCs from E14.5 miR-151 cko and ctrl littermate mice.  $\beta$ -ACTIN is used as a loading control. ImageJ is used to analyze the gray scale of signals.

(D) Immunostaining of E16.5 brain sections electroporated with control or APH1A-OE plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.

(legend continued on next page)

using the AlzData. In GSE5281, we found that *Aph1a* expression was significantly higher in the prefrontal cortex of AD patients compared to NC (Figure 7D), suggesting that *Aph1a* may be involved in the pathogenesis of AD.

In summary, this study demonstrates that miR-151-5p modulates  $\gamma$ -secretase function by targeting APH1A through overexpression and knockout experiments. This regulation establishes a spatial Notch signaling gradient within the VZ, thereby modulating the proliferation and differentiation potential of NSCs (Figure 7E).

## DISCUSSION

In this study, we identify a critical role for the evolutionarily conserved miRNA, miR-151-5p, in mouse cortical neurogenesis. Our findings demonstrate that miR-151-5p is expressed in NSCs, and it functions as a molecular brake on proliferation and promotes neuronal differentiation by negatively regulating its direct target, APH1A, a key regulator of the Notch signaling pathway.

Evolutionarily, miR-151-5p appears to be a mammalian-specific innovation. Our data indicate that while the flanking intronic sequences of the *Ptk2* gene are highly divergent, the miR-151-5p sequence itself remains perfectly conserved across mammalian species, underscoring its functional importance. Given that the host gene *Ptk2* is known to play critical roles in cortical development and neuronal morphology (Beggs et al., 2003; Rico et al., 2004), it was imperative to rule out any off-target effects on its expression. We confirmed that the conditional deletion of miR-151 did not alter the transcriptional or translational levels of *Ptk2*. This validation ensures that the observed phenotypes are specific to miR-151-5p deficiency and are not driven by the disruption of the host gene.

While the expression and function of miRNAs in different neocortical cell types have been extensively studied, miR-151-5p remained poorly studied. Recent advances demonstrate that miRNAs exhibit different expression and functional specificity across various neocortical cell types. For instance, miRNAs such as miR-124 and miR-132 are specifically expressed in neurons, primarily

governing synaptic plasticity and identity maintenance (Eugene et al., 2007; Walgrave et al., 2021). Others, including miR-155, miR-219, and miR-146a, exhibit glial-specific expression—regulating inflammation, myelination, and immune responses in astrocytes, oligodendrocytes, and microglia, respectively (Dugas et al., 2010; Fan et al., 2017; Pena-Philippides et al., 2016; Su et al., 2017). Similarly, miRNAs like miR-9 and miR-210 are expressed in NSCs and play important roles in maintaining NSC stemness and regulating differentiation (Coolen et al., 2012, 2013; Fasanaro et al., 2008). Furthermore, research into miR-151-3p has demonstrated significant promise as a neuroimaging diagnostic biomarker for major depressive disorder (MDD), potentially offering a novel tool for the standardization of clinical diagnosis in MDD (Liang et al., 2025). Our findings establish that miR-151-5p is enriched in NSC and constrains their proliferation while promoting neuronal differentiation during neural development.

RNA-seq analysis revealed significant enrichment of cell cycle and DNA replication-related KEGG pathways among genes upregulated upon miR-151-5p knockout. Given the established neurodevelopmental expression pattern and functional role of miR-151-5p, future studies will prioritize identifying its target genes governing mitotic progression and nuclear positioning to delineate molecular mechanisms regulating cell division.

During screening for miR-151-5p target genes, we identified several candidates closely associated with the Notch signaling pathway and neurogenesis (e.g., *N4bp1* and *Aph1a*). Specifically, by suppressing APH1A, miR-151-5p modulates  $\gamma$ -secretase activity and consequently reduces the production of NICD. This provides a post-transcriptional mechanism for fine-tuning the spatiotemporal Notch signaling gradient within the VZ, ultimately controlling the balance between NSC self-renewal and differentiation. Intriguingly, the impaired fear memory observed in adult miR-151-5p cko mice aligns with a previous report linking the miR-151-5p/APH1A axis to fear memory formation in the hippocampus (Xu et al., 2019). This functional conservation suggests that the miR-151-5p/APH1A/Notch regulatory axis exerts a lasting

(E) Quantitative analysis of the distribution of EGFP<sup>+</sup> cells after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP).

(F) Quantification of the ratio of SOX2<sup>+</sup>EGFP<sup>+</sup> cells in all EGFP<sup>+</sup> cells.

(G) Western blot of neural stem marker (SOX2 and NICD) in NSCs from E14.5 miR-151 cko and ctrl littermate mice.  $\beta$ -ACTIN is used as a loading control.

(H) Immunostaining of E15.5 brain sections electroporated with control or APH1A-OE and CBFRE-mcherry plasmid on E13.5. White-dotted rectangles mark comparable regions for magnification.

(I and J) Quantitative analysis of the distribution of EGFP<sup>+</sup> cells (I) and mcherry<sup>+</sup> EGFP<sup>+</sup> cells (J) after dividing the neocortex into three parts (SVZ/VZ, IZ, and CP). Scale bars for the 10x images, 500  $\mu$ m; 40x images, 100  $\mu$ m. Data are presented as mean  $\pm$  SEM. Individual data points represent independent biological replicates. Statistical analysis was performed by unpaired two-tailed Student's *t* test, *n* = 3 biological replicates; ns, not significant; \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001.

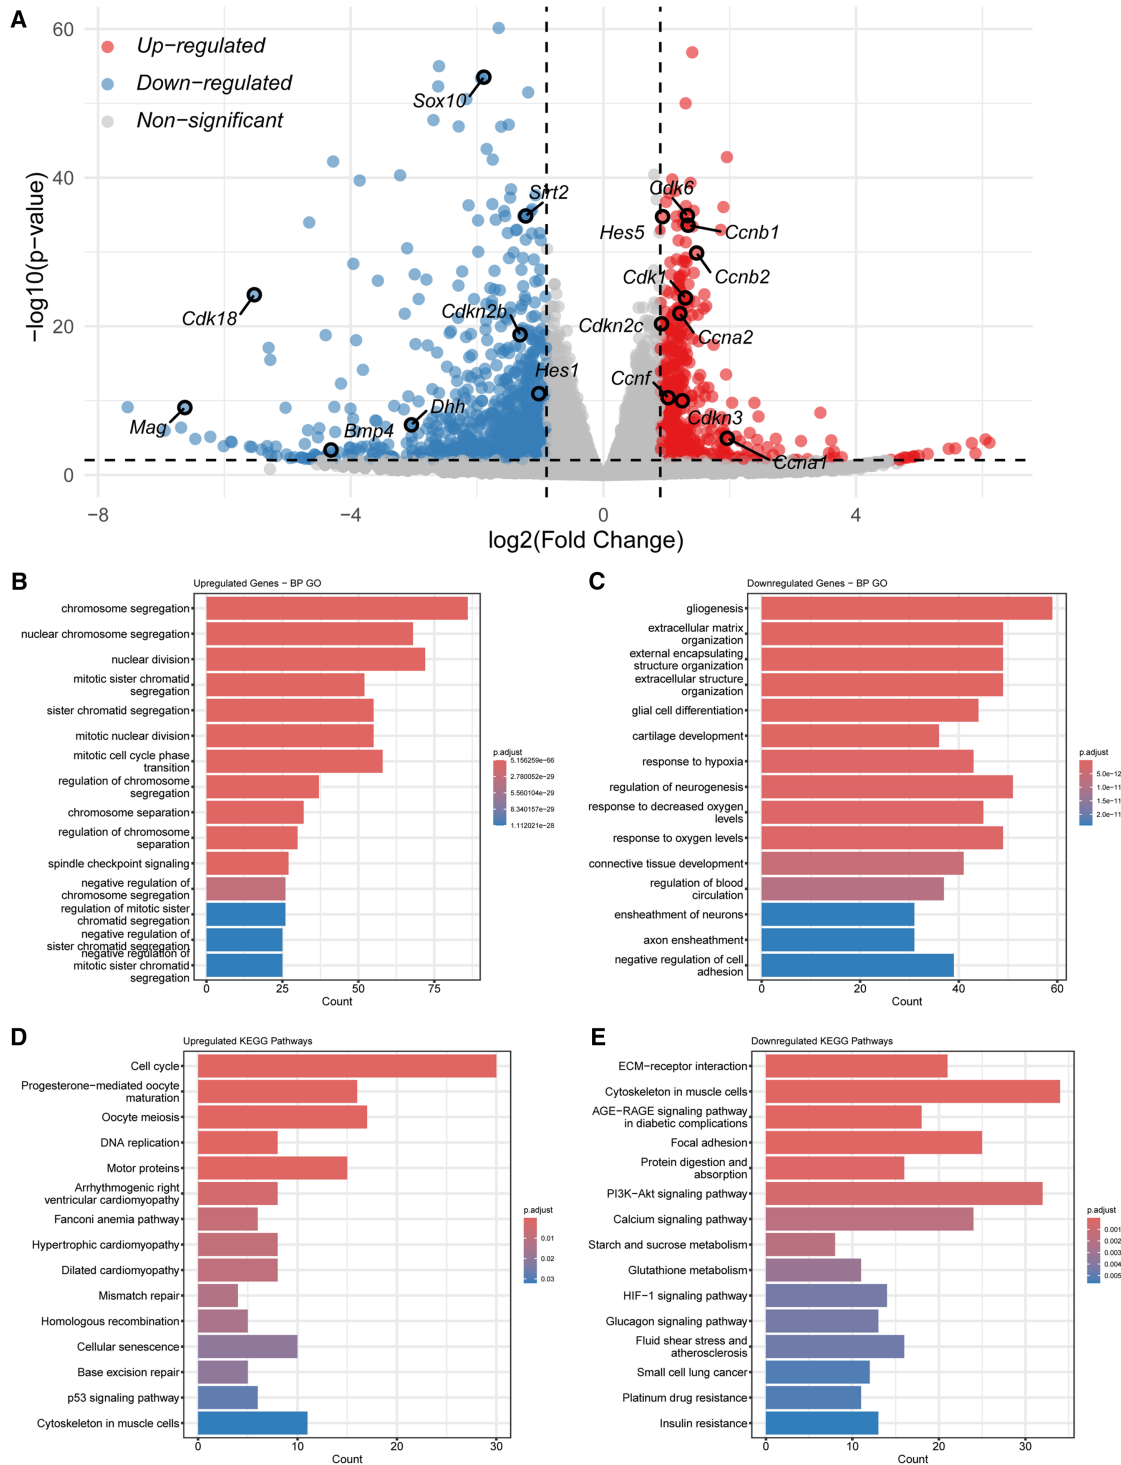

**Figure 6. Transcriptomic profiling reveals miR-151-5p orchestrates cell cycle and gliogenesis in NSCs**

(A) Volcano plot of genes upregulated (red) and downregulated (blue) in E14.5 miR-151 cko NSCs compared with control, as analyzed using DESeq2.

(B) The GO enrichment results of biological processes were obtained by using up-regulated genes, as analyzed using clusterProfiler.

(C) The GO enrichment results of biological processes were obtained by using down-regulated genes, as analyzed using clusterProfiler.

(legend continued on next page)

impact beyond embryonic development, potentially contributing to cognitive functions and implicating it in the pathophysiology of neurodevelopmental and neurodegenerative disorders such as AD.

In conclusion, our study elucidates a novel regulatory pathway in which miR-151-5p, by targeting APH1A, modulates Notch signaling to govern NSC fate determination during cortical development. Collectively, these findings not only deepen our understanding of the molecular orchestration of neurogenesis but also establish a functional link between neurodevelopmental regulatory axis and adult cognitive function and associated disorders.

## RESOURCE AVAILABILITY

### Materials availability

### Data and code availability

## ACKNOWLEDGMENTS

This work was supported by the National Key Research and Development Program of China (2022YFA1103803), the CAMS Innovation Fund for Medical Sciences (CIFMS; 2021-I2M-1-024), the CAMS Basic Research Fund (2024-RW310-01), State Key Laboratory Special Fund 2060204, and Overseas Expertise Introduction Center for Discipline Innovation (“111Center”) (BP0820029). We thank State Key Laboratory of Common Mechanism Research of Major Diseases Platform for consultation and instrument availability that supported this work.

## AUTHOR CONTRIBUTIONS

All authors participated in the scientific discussion. X.P. and W.L. conceived the research; X.P., W.L., P.S., X.W., and L.L. designed the experiments; X.W., L.L., Z.C., Y.Z., B.Y., and L.H. carried out the experimental studies and analyses; X.W. performed bioinformatics analysis; X.W. and W.L. wrote the manuscript; X.P. and W.L. revised the manuscript. All authors commented on the manuscript.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- [KEY RESOURCES TABLE](#)
- [EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS](#)
  - Experimental animals
  - Bacterial strains and culture conditions
  - Cell culture
- [METHOD DETAILS](#)
  - Tissue section
  - Immunofluorescence
  - 5-Ethynyl-2'-deoxyuridine (EdU) staining
  - In utero electroporation
  - Neurosphere formation assay for NSCs
  - Western blot
  - RT-qPCR
  - Luciferase assays
  - Fear conditioning behavioral experiment
  - RNA seq
- [QUANTIFICATION AND STATISTICAL ANALYSIS](#)
  - Image analysis, quantification and statistical analysis

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.stemcr.2026.102927>.

Received: September 4, 2025

Revised: April 19, 2026

Accepted: April 19, 2026

Published: May 21, 2026

## REFERENCES

- Bartel, D.P. (2009). MicroRNAs: target recognition and regulatory functions. *Cell* 136, 215–233. <https://doi.org/10.1016/j.cell.2009.01.002>.
- Beggs, H.E., Schahin-Reed, D., Zang, K., Goebbels, S., Nave, K.A., Gorski, J., Jones, K.R., Sretavan, D., and Reichardt, L.F. (2003). FAK deficiency in cells contributing to the basal lamina results in cortical abnormalities resembling congenital muscular dystrophies. *Neuron* 40, 501–514. [https://doi.org/10.1016/s0896-6273\(03\)00666-4](https://doi.org/10.1016/s0896-6273(03)00666-4).
- Bultje, R.S., Castaneda-Castellanos, D.R., Jan, L.Y., Jan, Y.-N., Kriegstein, A.R., and Shi, S.-H. (2009). Mammalian Par3 regulates

(D) The KEGG-pathway enrichment results of biological processes were obtained by using up-regulated genes, as analyzed using clusterProfiler.

(E) The KEGG-pathway enrichment results of biological processes were obtained by using down-regulated genes, as analyzed using clusterProfiler.

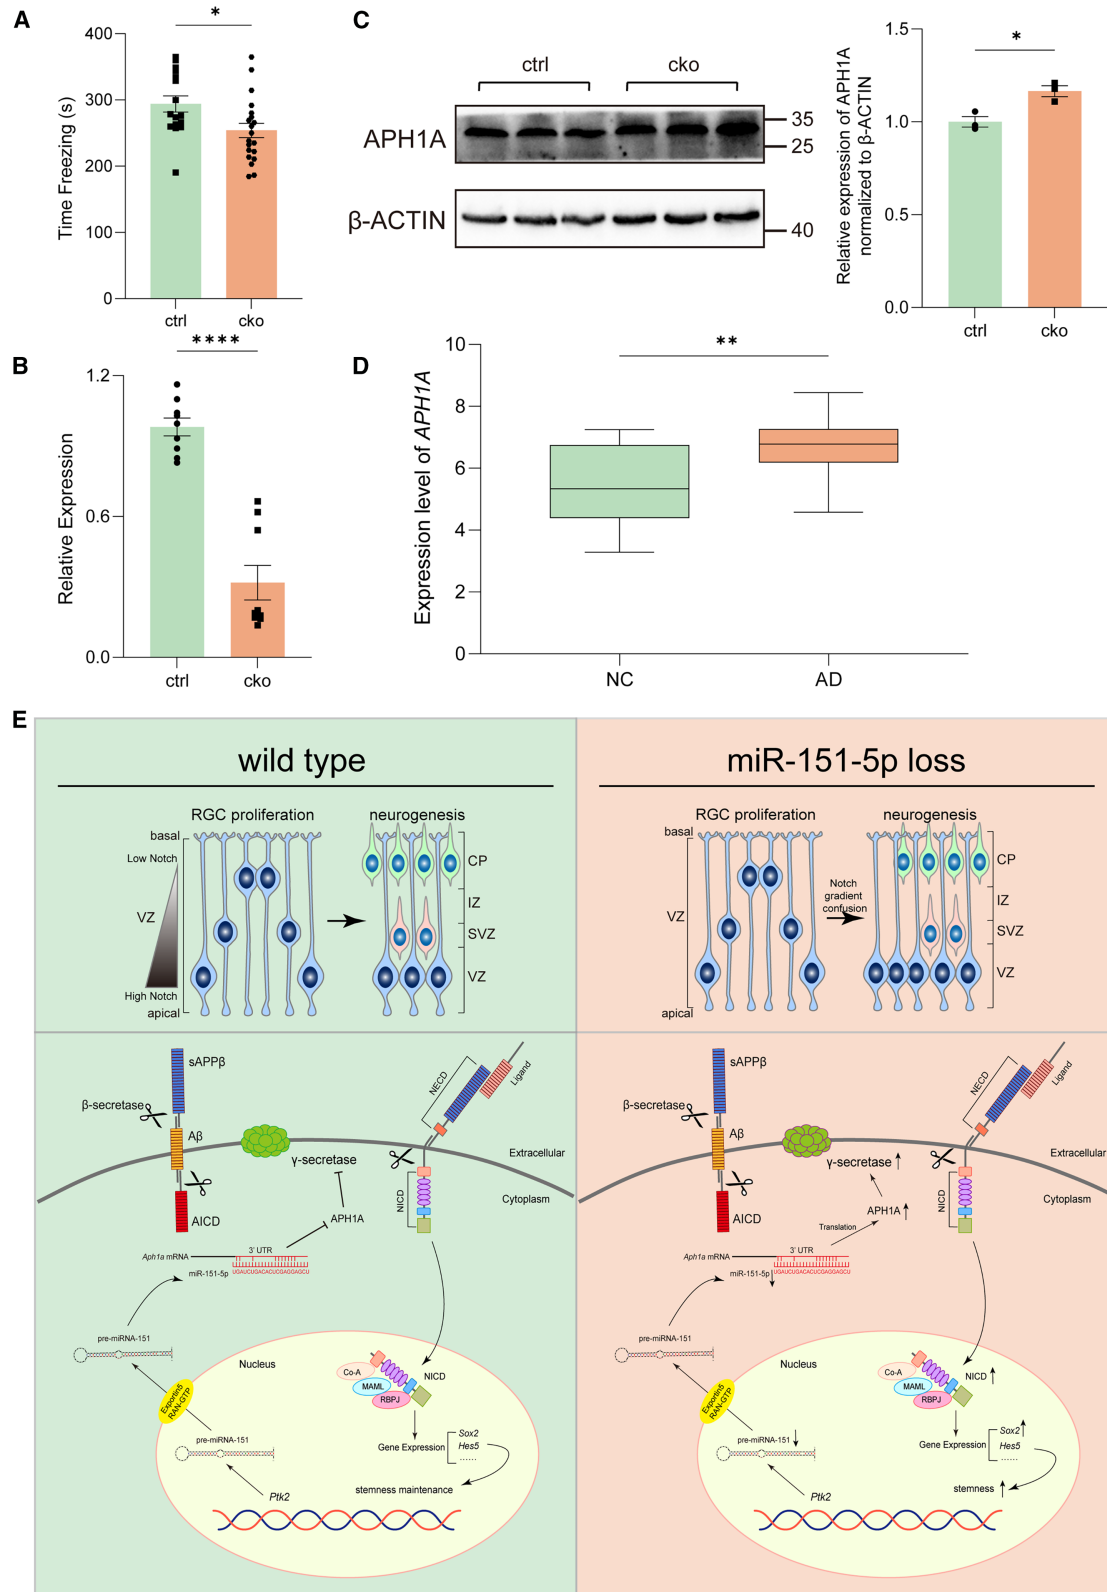

(legend on next page)

How the deposited data were processed for this re-analysis (not part of the article)

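RNA-seq was run on NSCs from E14.5 miR-151 cko and ctrl embryos after 3 generations of culture. The authors checked the reads with FastQC (v0.11.5), filtered them with NGSQC (v2.3.3), aligned them to mm10 with HISAT2 and deposited raw counts per gene in 6 columns, for 3 ctrl and 3 cko samples, without normalization. The paper's text does not name the counting tool, the gene annotation or whether strand was used. Genes that overlap, on either strand, or that have near-identical copies are therefore uncertain. Of the 6 columns that the authors deposited as counts, the other kind of value is in the column of ctrl replicate 2, which equals the mean of ctrl replicates 1 and 3, rounded up, in each of 32493 genes. The deposited columns do not record how this mean was made.

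That column was counted in no n. The comparison of all 6 columns had been written down before the data were examined, as were the alternatives, the gene sets, the NSC, neuron, oligodendrocyte and astrocyte lists and the rule for the genes named. The use of the 5 independent libraries as the main comparison was chosen after the relation between the columns was seen and before any test was run, and the comparison of all 6 columns was kept as an alternative. Gene names, positions and biotypes came from GENCODE M21 on GRCm38, which matched 31829 of the 32493 gene IDs. The other 664 held between 0.223% and 0.342% of the counts of a library.

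Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by its filter on low counts with the genotypes as groups, which left 16710 genes, normalized by TMM and tested by the quasi-likelihood test. Genes were called at the paper's threshold, a log2 fold change beyond 0.9 and an unadjusted p under 0.01, and, without a limit on the fold change, at a Benjamini-Hochberg adjusted p under 0.05. Values per library are CPM normalized by TMM, and errors are SD over libraries. Gene sets were tested by one-sided Fisher's exact tests of the called genes. The Reactome sets that come with fgsea 1.28.0 had the 4640 tested genes with a pathway as background, and the sets of Seurat 5.3.0 and the marker lists had all tested genes. The shift of a whole set was tested by camera in limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. Seed sites of miR-151-5p and miR-151-3p were searched in the longest annotated 3′UTR of each coding gene.

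The genes named in the text are those labelled in Figure 6A, 14 genes named in the paper's text, and, among genes past the paper's threshold with an adjusted p under 0.05 and no overlap between genotypes, the 3 with the smallest p and the 3 with the largest change in each direction. *Xist* and the 4 Y-linked genes were listed before the data were examined, and 4 X-linked genes expressed from both X chromosomes were listed after *Xist* was seen and before their own values were. Other genes given with values are marked as named or grouped after their values were seen. Of the 44 genes named by this rule, 42 could be tested. *Eomes* and *Neurod2* were removed by the filter, with at most 4 and 13 counts in any of the 5 libraries. Some results that this rule or the pathway scan gives are not reported here.

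The replicate numbers shared by the genotypes come from the sample labels. The paper describes cko and ctrl littermates but does not say which libraries share a litter, and the block for the replicate number was used as an alternative. The other alternatives were DESeq2 1.42.0, median-of-ratios size factors in edgeR, no filter, at least 10 counts in every library, leaving out each replicate, other thresholds, other set tests and backgrounds, and the 6-column fits with edgeR, with DESeq2 and with the replicate block. Totals of 17883796 to 23335736 counts per library put the floor of 3 counts at 0.129 to 0.168 CPM. Intervals and floors cover counting error only.

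The steps were tested on simulated data drawn from the real means, dispersion and library sizes of 16710 genes, in which 200 genes were changed by a log2 fold change of 1.5 in size. At an adjusted p under 0.05, edgeR recovered 96.5% of the changed genes, and 8.53% of its 211 calls were false. DESeq2 recovered 96.5%, and 14.6% of its 226 calls were false. The simulated raised set of 60 genes was past the threshold in camera, and a set of unchanged genes was not. The changed genes and both sets were drawn only from genes with many expected counts, and genes were simulated independently. The recovery therefore does not cover genes of few reads, smaller changes or sets of genes that vary together. Figures were drawn with matplotlib 3.10.9. The GO and KEGG terms of the paper were not used here.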

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

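The test of the spread among cko libraries was chosen only after the result was seen.

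Genes of the sex chromosomes, which the paper does not discuss, differed between the genotypes by more than the spread between libraries. *Xist*, the RNA made from the inactive X chromosome of female cells, was measured at 2889 and 2557 normalized CPM in ctrl libraries 1 and 3 and at 787, 849 and 894 in the cko libraries, a log2 fold change of -1.69 (adjusted p = 0.000367 in edgeR). The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were all higher in cko NSCs, with a median log2 fold change of 1.27. *Eif2s3y* was measured at 32.7 and 34.6 normalized CPM in ctrl and at 87.1, 74.0 and 87.5 in cko libraries. *Xist* and Y-linked RNA were present together in each of the 5 libraries.

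A candidate explanation is that the ctrl and cko cultures came from different mixes of female and male embryos. If so, genes expressed from both X chromosomes of female cells would be expected to be lower in cko NSCs too. The mean log2 fold change of *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x* was -0.059, with 3 of 4 lower, 0 of 4 lower at an adjusted p under 0.05 in edgeR and 0 of 4 lower at an unadjusted p under 0.05. *Ddx3x*, singled out after its values were seen, was higher (log2 fold change 0.23, unadjusted p = 0.0156 and adjusted p = 0.0740 in edgeR), so the test does not decide. The pattern cannot be told apart from a different mix of sexes, and no biological explanation was tested.

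If each cko library had come from separate small pools of embryos, sex-linked genes would be expected to vary among them more than other genes. The SD of *Xist* and the Y-linked genes across the 3 cko libraries had a median percentile of 72.4 among genes of like expression, and ranged from 3.71 for *Kdm5d* to 85.6 for *Eif2s3y*. The test does not tell separate small pools, a shared pool and separate pools of many embryos apart. Other genes were its yardstick, and the spread that embryos of random sex would give was not computed. The paper does not state how embryos were pooled, so n counts libraries, and the p-values may not cover the spread among embryos. Sex-linked genes did not make up the calls. Of the genes at the paper's threshold, 2.47% lay on X or Y, against 3.45% of all tested genes (p = 0.0715 in a two-sided Fisher's exact test).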

How the results depend on the processing

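Across the alternatives, 101 values of the counts, gene sets and seed sites kept their direction and their side of the threshold, or stayed within 1.5 times for a count. The number of genes with an adjusted p under 0.05 changed most. From 1314 higher and 1432 lower genes with the 5 libraries, it rose to 2865 and 2794 with all 6 columns in edgeR, to 2562 and 2519 with all 6 columns in DESeq2, and to 2675 and 2673 with all 6 columns and the replicate block. Without a block, the edgeR fits with and without the averaged column otherwise differ only in the genes that pass the filter. That rise in edgeR therefore came with the column. How the column raised these calls was not tested. The simulation under the other observations holds only unchanged genes and gave no such rise at an adjusted p in edgeR. Without the filter on low counts, 2237 genes were lower, and the cause was not tested. Leaving out a cko library gave 317 to 853 higher and 416 to 907 lower genes at an adjusted p under 0.05 in edgeR. With either ctrl library left out, a single ctrl library remained and no call was made. Leaving out ctrl replicate 2, as planned, gives the main comparison itself.

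At the paper's threshold, higher genes ranged from 271 to 506 and lower genes from 504 to 1017 over the alternatives. The replicate block gave 350 and 664, of which 308 and 576 were shared with the comparison without it. The correlation behind the pairing was 0.120 across genes. The cell cycle, extracellular matrix and glia sets stayed enriched under every alternative run, with odds ratios from 5.91 to 11.9, 4.13 to 5.91 and 16.8 to 35.1. DNA replication among higher genes ranged from 2.17 to 6.37 over the fits that left out a cko library, and was not past the threshold without cko replicate 2 (p = 0.0946 in Fisher's exact test). The cause was not tested.

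The difference between genes with and without a miR-151-5p seed site was -0.04 and changed sign with DESeq2 (0.0090), without a filter (0.013) and with DESeq2 on all 6 columns (0.021), past no threshold under any of them. *Ptk2* changed sign with the replicate block (0.0016) and without ctrl library 3 (0.077), and *Pax6* ranged from -0.11 to 0.056 over the fits that left out a replicate. *Aph1a* (0.039) and *Tubb3* (-0.19) changed sign without ctrl library 3 and *Aldh1l1* (0.39) without ctrl library 1, where no test was possible. None of these 5 genes had an adjusted p under 0.05 in edgeR on the 5 libraries. The cause was not tested. Of the other values of named genes, 17 were weaker, 4 stronger and 3 moved. DESeq2 on the 5 libraries gave no adjusted p to 5 genes because of its filter on low means. *Gfap* passed an adjusted p under 0.05 in edgeR in 3 fits, with the replicate block, with all 6 columns and the block, and without the filter, where its adjusted p was 2.1e-80, and the cause was not tested. In the other fits with an adjusted p it ranged from 0.0707 to 0.308. At 17883796 to 23335736 counts per library, depth limits the genes at or under 3 counts in a genotype, such as *Mag* and *Bmp4*, to lower bounds.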

Differences from the paper's values

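The paper reports 504 up-regulated and 915 down-regulated genes at its threshold, and the comparison of the 5 independent libraries in edgeR gave 399 and 696, each within 1.5 times of the paper's number. With DESeq2 on all 6 columns the counts were 504 and 915. DESeq2 on the 5 libraries gave 407 and 706, and edgeR on all 6 columns gave 502 and 859. Of the alternatives set before the data were examined, 5 moved a count more than 1.5 times away from the paper's. Lower genes numbered 588 with at least 10 counts in every library and 607 without cko library 1. Higher and lower genes numbered 271 and 504 without cko library 2 and 273 and 517 without cko library 3, and higher genes numbered 312 with a log2 fold change threshold of 1.

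For the genes whose fold change can be read from Figure 6A, no value differed by more than its error in the comparison of the 5 libraries. Without cko library 1, *Sirt2* was at -1.34 against about -1.2 in Fig. 6A, read by eye. The paper lists neurogenesis among the processes of the down-regulated genes. In the neuronal list, 11 of 17 tested genes were higher in cko NSCs and 6 lower, with a median log2 fold change of 0.14. The list holds marker genes of neurons and not the members of the paper's terms.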

Other observations

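The tests on hypoxia-response genes, on cell cycle, oligodendrocyte and matrix genes between ctrl libraries, on the stage of the oligodendrocyte genes, on fibroblast genes and on Notch targets were chosen only after the results were seen.

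The column of ctrl replicate 2 equals the mean of ctrl libraries 1 and 3, and more genes were called with it than without it. A column made from 2 others adds no information but makes the ctrl group look less variable, and the common dispersion in edgeR fell from 0.0173 with 5 libraries to 0.0112 with 6 columns. To measure this, counts in which no gene changes were simulated 10 times for 16710 genes, and the rounded mean of the 2 simulated ctrl libraries was added as another column. The share of genes with an unadjusted p under 0.01 rose from 1.03% to 3.64% in edgeR, a ratio of 3.54, and from 1.03% to 3.44% in DESeq2, a ratio of 3.33. With 6 independent libraries it was 0.976%. False calls at an adjusted p under 0.05 rose from a mean of 12 to 117 per simulated data set in DESeq2, and in edgeR went from 0.9 to 0.7. The averaged column may therefore account for part of the additional calls at the paper's threshold, which uses an unadjusted p, and at an adjusted p in DESeq2. The simulation showed no rise at an adjusted p in edgeR, but it holds only unchanged genes and cannot show a rise in calls of changed genes. In the data that rise came with the averaged column, and whether the added calls are false is left open. In the data, of the genes that DESeq2 called at the paper's threshold from all 6 columns, 118 of 504 higher and 270 of 915 lower genes did not have an adjusted p under 0.05 in edgeR on the 5 libraries.

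Technical explanations for the number of called genes were tested. With every library thinned to the smallest total, 1051 genes were called at the paper's threshold against 1095 without thinning. Of the 4 splits of the 5 libraries that part both same-numbered pairs, 1, the real one, gave as many genes. The others gave 9, 7 and 23 genes at the paper's threshold, and 0 genes at an adjusted p under 0.05 in edgeR, with 163, 198 and 472 genes at an unadjusted p under 0.05. These others put ctrl and cko libraries in the same group or set 2 cko libraries against the rest. With 4 splits this share cannot fall under 0.05, so the splits alone cannot tell the counts from a difference that few libraries show by chance. In the simulation of unchanged genes at 5 libraries, a mean of 0.9 genes was called at an adjusted p under 0.05 in edgeR. A trend of the fold change on GC content and transcript length was weak (Spearman's rho of -0.114 and -0.0448 across genes). After it was removed, the mean log2 fold change of cell cycle genes stood 0.44 above that of other genes (0.45 before) and that of extracellular matrix genes stood at -0.42 (-0.47 before), so this trend took up little of the shifts. Other forms of such a bias were not tested. Genes within 10 Mb of *Ptk2*, where alleles of the strain used for targeting may persist, were called with an odds ratio of 1.46 against other genes (p = 0.104 in a two-sided Fisher's exact test), and genes within 10 Mb of *Emx1*, the site of the Cre insertion, with 0.769 (p = 0.624). Of the called genes, 4 were higher and 17 lower near *Ptk2*, and 0 were higher and 8 lower near *Emx1*. The 2 directions were not tested apart, so an effect on lower genes alone is left open.

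The 2 ctrl libraries differed in genes of the response to hypoxia. The median of 24 tested hypoxia-response genes was 1.25 higher on the log2 scale in ctrl library 3 than in ctrl library 1, above that of each of 10000 random lists of like expression. Between genotypes the same list had a median log2 fold change of -1.22, with 24 of 24 genes lower in cko NSCs and 12 of them at an adjusted p under 0.05 in edgeR. Against ctrl library 1 alone the median was -0.53 and against ctrl library 3 alone -1.68. *Vegfa*, named after its values were seen, was measured at 182 and 855 normalized CPM in the ctrl libraries and at 46.7 to 89.8 in the cko libraries. A state of the cultures that varies among controls may account for the lower hypoxia genes, and for glycolysis, where 8 of 26 Reactome genes were lower (adjusted p = 0.00518 in Fisher's exact test). Density or oxygen in the cultures was not analysed here.

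The same test on the cell cycle genes gave a smaller difference between the ctrl libraries. Ctrl library 3 stood 0.18 above ctrl library 1 in G2/M genes, against 1.105 between genotypes. In S-phase genes it stood 0.39 above, against 0.78 between genotypes. Both differences between the ctrl libraries lay above that of each of 10000 random lists of like expression, so that a state of the cultures may account for part of the rise in cell cycle genes. The rise in S-phase genes held against each ctrl library, with a median of 1.03 against library 1 and 0.61 against library 3, and so did that in G2/M genes (1.199 and 0.976).

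The oligodendrocyte genes were grouped by stage after their values were seen. The 15 tested genes of committed oligodendrocytes had a mean log2 fold change of -2.22 and were lower in 15 of 15 cases, and 12 had an adjusted p under 0.05 in edgeR. The 5 precursor genes *Olig1*, *Olig2*, *Pdgfra*, *Cspg4* and *Lhfpl3* had a mean of 0.43 and were higher in 5 of 5 cases, with 2 at an adjusted p under 0.05. The difference of 2.65 had p = 0.00871 in a two-sided exact permutation test over 15504 regroupings of the genes, which are not independent replicates. This choice of precursor genes left out *Sox10* and, named after its values were seen, *Nkx2-2* (log2 fold changes of -1.903 and -0.60), 2 genes of the list that are also expressed in precursors. With them, the 7 genes outside the committed group had a mean of -0.050, and the difference was 2.17 (p = 0.0115 in the same exact permutation test over 170544 regroupings, chosen after the data were seen). Fewer cells of the whole lineage would lower the precursor genes too, and as the sign of their mean depends on the genes chosen, the test does not decide. The committed genes differed by a median of 0.017 between the ctrl libraries, against -1.55 between genotypes. These values are consistent with fewer cells past the precursor stage in the cko cultures, a hypothesis that rests on 2 ctrl libraries and on the genes chosen for each stage. *Bcas1* and *Enpp6*, genes of newly formed oligodendrocytes named after their values were seen, had log2 fold changes of -3.98 and -5.33.

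The lower extracellular matrix genes were checked against fibroblasts or mural cells in the ctrl cultures as a possible source. The median of the fibroblast and mural list was 0.194 CPM in ctrl and 0.0560 in cko NSCs, close to the floor of 3 counts. Only 3 of its 17 genes passed the filter, and all 3 were lower in cko NSCs. As a group they were not shifted past the threshold (adjusted p = 0.0531 over 22 lists, camera of limma, two-sided), but with the replicate block they were shifted downward (adjusted p = 0.0167, camera of limma). *Foxc1*, named after its values were seen, was measured at 10.7 and 15.3 normalized CPM in ctrl and between 3.25 and 3.86 in the 3 cko libraries (adjusted p = 0.00253 in edgeR). A contribution of such cells is not ruled out. Collagen formation genes stood 0.195 higher in ctrl library 3 than in ctrl library 1 (median, log2), at percentile 99.96 of random lists. Between genotypes their median was -0.54, with -0.43 against ctrl library 1 alone and -0.60 against ctrl library 3 alone. For extracellular matrix organization the ctrl libraries differed by 0.052, at percentile 96.94. A state of the cultures may thus account for part of the lower matrix genes.

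The paper reports raised NICD protein in cko NSCs and enhanced activity of a Notch reporter on APH1A overexpression. In RNA, 10 Notch-related genes had a median log2 fold change of -0.066 and were not shifted as a group (adjusted p = 0.899 over 22 lists, camera of limma, two-sided; with the replicate block 0.997), with 4 higher and 6 lower. At an adjusted p under 0.05 in edgeR, 3 were higher and 2 lower. *Hes5* was higher and *Hes1* lower, *Heyl*, named after its values were seen, had a log2 fold change of 1.51 (adjusted p = 0.0287 in edgeR), *Notch1* had a log2 fold change of 0.49 (adjusted p = 0.00867 in edgeR, and 0.0685 and 0.0653 without cko library 2 or 3) and *Notch3*, named after its values were seen, of -0.75 (adjusted p = 0.00312). The Reactome set for Notch signaling, with 71 tested genes, had a median log2 fold change of 0.024, with 37 higher and 34 lower, and at an adjusted p under 0.05 in edgeR 14 were higher and 4 lower. It was not shifted as a whole (adjusted p = 0.240 over 9 sets, camera of limma, two-sided; with the replicate block 0.190). A shared shift was thus not detected in the list or the set, which leaves single targets open.

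The paper reports raised APH1A protein in cko NSCs by western blot. *Aph1a* RNA (ENSMUSG00000015750, chromosome 3, 95893969 to 95898288) was measured at 78.3 ± 8.76 (SD, n = 2) normalized CPM in ctrl and 74.0 ± 4.31 (SD, n = 3) in cko NSCs, a log2 fold change of -0.08 (adjusted p = 0.613 in edgeR). The sequence CCTCATCCTCCGTCTCCTCGC shown in Figure 5A lies in the 3′UTR of Aph1a-201 at 95896454 to 95896474 of chromosome 3 in GRCm38, with the seed match CTCCTCG at 95896467 to 95896473. A second CTCCTCG lies at 95896801 to 95896807 and is the only match in the shorter 3′UTR of Aph1a-202. *N4bp1*, another candidate target named by the paper, had a log2 fold change of -0.31 (adjusted p = 0.176 in edgeR). The host gene *Ptk2* had -0.01 (adjusted p = 0.943 in edgeR), with 141 ± 11.9 (SD, n = 2) and 140 ± 2.09 (SD, n = 3) normalized CPM.

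Loss of a miRNA would be expected to raise its targets. The 737 tested genes with a miR-151-5p seed site in the 3′UTR differed by -0.039 in mean log2 fold change from 12635 genes without a site, and the 1788 genes with a miR-151-3p site by -0.00052 (adjusted p = 0.746 for each over 3 kinds of site, camera of limma, two-sided; with the replicate block 0.812). Among genes with a miR-151-5p site, 56 were higher and 91 lower at an adjusted p under 0.05 in edgeR. A rise of predicted targets as a group was not detected in RNA, and an effect on few targets or on protein is not excluded by this test.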
